# WDR-23 and SKN-1/Nrf2 Coordinate with the BLI-3 Dual Oxidase in Response to Iodide-Triggered Oxidative Stress

**DOI:** 10.1534/g3.118.200586

**Published:** 2018-08-30

**Authors:** Zhaofa Xu, Yiman Hu, Yajun Deng, Yutao Chen, Hanqi Hua, Siyu Huang, Qian Nie, Qian Pan, Dengke K. Ma, Long Ma

**Keywords:** SKN-1, WDR-23, BLI-3 dual oxidase, reactive oxygen species, iodide

## Abstract

Animals utilize conserved mechanisms to regulate oxidative stress. The *C. elegans* SKN-1 protein is homologous to the vertebrate Nrf (NF-E2-related factor) family of cap ’n’ collar (CnC) transcription factors and functions as a core regulator of xenobiotic and oxidative stress responses. The WD40 repeat-containing protein WDR-23 is a key negative regulator of SKN-1 activity. We previously found that the oxidative stress induced by excess iodide can be relieved by loss of function in the BLI-3/TSP-15/DOXA-1 dual oxidase complex. To further understand the molecular mechanism of this process, we screened for new mutants that can survive in excess iodide and identified gain-of-function mutations in *skn-1* and loss-of-function mutations in *wdr-23*. The SKN-1C isoform functions in the hypodermis to affect animal’s response to excess iodide, while the SKN-1A isoform appears to play a minor role. *wdr-23(lf)* can interact with *bli-3* mutations in a manner different from *skn-1(gf)*. Transcriptome studies suggest that excess iodide causes developmental arrest largely independent of changes in gene expression, and *wdr-23(lf)* could affect the expression of a subset of genes by a mechanism different from SKN-1 activation. We propose that WDR-23 and SKN-1 coordinate with the BLI-3/TSP-15/DOXA-1 dual oxidase complex in response to iodide-triggered oxidative stress.

Animals utilize similar pathways in response to environmental or endogenous challenges from pathogenic, xenobiotic and oxidative stress (Kensler *et al.* 2007; Shore and Ruvkun 2013; Blackwell *et al.* 2015). At the core of the response is the conserved NRF2/Keap1 pathway in mammals or the SKN-1/WDR-23 pathway in *C. elegans* (Itoh *et al.* 1997; Itoh *et al.* 1999; An and Blackwell 2003; Kensler *et al.* 2007; Choe *et al.* 2009; Blackwell *et al.* 2015). When mammalian cells are under stress, Keap1 would dissociate from Nrf2, leading to the nuclear localization of Nrf2 and activation of gene expression that antagonizes the stress. In *C. elegans*, WDR-23 and SKN-1 appear to play similar roles as those of Keap1 and Nrf2 (Choe *et al.* 2009; Blackwell *et al.* 2015). The Nrf2/Keap1 pathway is also implicated in numerous human diseases, including neurodegeneration (Johnson and Johnson 2015), inflammation (Ahmed *et al.* 2017), cancer (Taguchi and Yamamoto 2017) and cardiovascular diseases (Barancik *et al.* 2016).

SKN-1 was initially identified as a maternally provided bZIP transcription factor unequally distributed in early embryos to specify the fate of pharyngeal and intestinal cells (Bowerman *et al.* 1992; Bowerman *et al.* 1993; Blackwell *et al.* 1994). SKN-1 is homologous to the vertebrate CNC-group proteins (NF-E2-related factors Nrf1 and Nrf2) with a highly conserved 14-amino-acid transactivator element (“DIDLID”) (Walker *et al.* 2000) and has a conserved function in regulating oxidative and xenobiotic stress responses by activating the phase II detoxification enzymes (An and Blackwell 2003). In embryos, SKN-1 is expressed in intestine and hypodermis, while in larvae and adults it appears to be highly expressed in the ASI neurons and weakly in intestinal cytoplasm and nuclei (An and Blackwell 2003). Oxidative or heat stress could significantly elevate the level of a SKN-1::GFP fusion protein in intestinal nuclei and enhance the expression of the phase II gene *gcs-1* (An and Blackwell 2003).

SKN-1 is a key regulator of the homeostasis of multiple cellular processes. It is required for lipid homeostasis (Steinbaugh *et al.* 2015), the expression of extracellular collagens for lifespan extension as a consequence of reduced Insulin/IGF-1 *INS-18* signaling (Ewald *et al.* 2015) and the stress response to cuticle damage (Dodd *et al.* 2018). Mitochondrial proline catabolism can activate SKN-1 to affect lifespan (Zarse *et al.* 2012) or innate immunity (Tang and Pang 2016), and a mitochondria-associated gain-of-function SKN-1 could mediate a conserved starvation response even with *ad lib* access to food (Paek *et al.* 2012). SKN-1 is also involved in mitophagy (Palikaras *et al.* 2015) and can be activated by the IRE protein sulfenylated by ER- or mitochondria-derived ROS (Hourihan *et al.* 2016). The crosstalk between SKN-1 and mitochondria appears to be conserved across species (Itoh *et al.* 2015). SKN-1 activity is regulated by multiple signals (An *et al.* 2005; Inoue *et al.* 2005; Kell *et al.* 2007; Tullet *et al.* 2008; Wang *et al.* 2010; Li *et al.* 2011; Robida-Stubbs *et al.* 2012; Glover-Cutter *et al.* 2013; Ruf *et al.* 2013; Ewald *et al.* 2015).

WDR-23 is a conserved WD40 repeat-containing protein that interacts with the CUL4-DDB1 ubiquitin ligase to promote ubiquitin proteasome system-mediated degradation of SKN-1 in *C. elegans* (Choe *et al.* 2009). *wdr-23* loss-of-function mutations can lead to constitutive expression of phase II genes, which is similar to the effect of SKN-1 activation (Hasegawa and Miwa 2010). In mammals, a similar WDR23-DDB1-CUL4-dependent mechanism can repress Nrf2 activity independent of the canonical KEAP1-CUL3 pathway, suggesting that WDR-23-dependent regulation of SKN-1 is conserved (Lo *et al.* 2017).

Several lines of evidence suggest that SKN-1 and the *C. elegans* NADPH dual oxidase BLI-3 DUOX1 might act together in response to stress. Manganese (Mn)-induced toxicity requires the activity of BLI-3, while SKN-1 can protect against Mn toxicity (Benedetto *et al.* 2010). Bacterial or fungal pathogens can trigger BLI-3-dependent ROS generation (Chavez *et al.* 2009; Zou *et al.* 2013), which can activate SKN-1 target gene expression (Hoeven *et al.* 2011; Papp *et al.* 2012; Van Der Hoeven *et al.* 2012). Loss of the mammalian mediator of ErbB2-driven cell motility, MEMO-1, could lead to enhanced production of ROS by BLI-3, which stimulates SKN-1 to promote stress resistance and longevity (Ewald *et al.* 2017). Similarly, a redox co-factor, pyrroloquinoline quinone could activate BLI-3 to produce H_2_O_2_ at plasma membrane, the effect of which is transduced by SKN-1, JUN-1 and DAF-16 for lifespan extension (Sasakura *et al.* 2017). These findings suggest that the BLI-3 dual oxidase activity and the SKN-1 activity are probably coordinated to respond to oxidative stress and maintain ROS homeostasis.

Iodine is a micronutrient essential for life and a key ingredient for the synthesis of thyroid hormones. Insufficient intake of iodide can lead to thyroid hormone deficiency and cause severe hypothyroidism and mental retardation (Nussey and Whitehead 2001). However excess iodide intake has been implicated in autoimmune thyroiditis (Bagchi *et al.* 1985; Rose *et al.* 1997; Rose *et al.* 1999; Teng *et al.* 2006), hyperthyroidism (Nussey and Whitehead 2001), hypothyroidism (Rose *et al.* 1999; Teng *et al.* 2006) and thyroid cancers (Lind *et al.* 1998; Guan *et al.* 2009; Blomberg *et al.* 2012; Dong *et al.* 2013). The molecular mechanism underlying the pathogenic effects of excess iodide is unclear.

We recently used *C. elegans* as a model to analyze the xenobiotic effect of excess iodide. We found that excess iodide could cause larval arrest, cuticle shedding defects and premature intestinal autofluorescence, phenotypes that can be reversed when animals were moved to normal growth media (Xu *et al.* 2014). A screen for mutants that can survive in excess iodide isolated loss-of-function (lf) mutations in *bli-3* and *tsp-15* (Xu *et al.* 2014), in which *tsp-15* encodes a tetraspanin protein required for BLI-3 activity (Moribe *et al.* 2004; Moribe *et al.* 2012). We found that the BLI-3/TSP-15/DOXA-1 dual oxidase complex is required for the xenobiotic effects of excess iodide (Xu *et al.* 2014), which might involve iodide-induced excessive generation of ROS (Xu *et al.* 2014).

In this study, we report the identification of novel gain-of-function mutations in *skn-1* and loss-of-function mutations in *wdr-23* and *bli-3/tsp-15/doxa-1* complex and how these genes interact to affect *C. elegans* cuticle integrity and survival in excess iodide. Besides verifying the known interaction between WDR-23 and SKN-1 in stress responses, we found that *wdr-23* can interact with *bli-3* and affect gene expression by a mechanism different from SKN-1 activation.

## Materials and Methods

### Strains

See Supplementary Materials and Methods.

### C. elegans survival in excess iodide

The survival assay was performed as described (Xu *et al.* 2014). In short, five young adults were grown on *E. coli* OP50-seeded NGM plates with different concentrations of NaI (5 mM, 10 mM or 50 mM). F_1_ progeny were observed for growth and survival until day 8. For transient transgenic experiments, P_0_ adult animals injected with transgenes were transferred to OP50-seeded NGM plates with 5 mM NaI and transgene-positive F_1_ progeny were examined for growth to adults.

### Genetic screens and mapping of mutations

See Supplementary Materials and Methods.

### Hoechst 33258 staining

Hoechst 33258 staining was performed as described (Moribe *et al.* 2004; Xu *et al.* 2014) with minor modifications. Synchronized animals (24 hr post mid-L4) were washed off plates and incubated at 20° with gentle shaking for 15 min with 1 μg/ml Hoechst 33258 (Sigma) diluted in M9. After staining, animals were washed three times with M9 and observed under a Leica DM5000B fluorescence microscope.

### RNA interference

L4 animals were fed HT115 (DE3) bacteria expressing dsRNAs on NGM plates with 1 mM IPTG, 0.1 mg/ml Ampicillin (Timmons *et al.* 2001) with or without 5 mM NaI for 8 days. The progeny were examined under dissecting microscope for survival. The RNAi feeding bacterial strains for *wdr-23* and *skn-1* were obtained from a whole-genome RNAi library (Kamath *et al.* 2003), and the inserts were verified by sequencing. The *doxa-1* RNAi feeding bacterial strain was described previously (Xu *et al.* 2014).

### Plasmids

See Supplementary Materials and Methods.

### Transgene experiments

See Supplementary Materials and Methods.

### qRT-PCR

Synchronized animals at the L1 larval stage were allowed to recover on OP50-seeded NGM plates with or without 5 mM NaI for 8 hr and subsequently washed three times with H_2_O. RNA was extracted using TRIzol (Invitrogen) and chloroform-isopropanol purification and treated with DNase I (NEB). RNA concentration and quality were measured with a NanoDrop 1000 spectrophotometer (Thermo Fisher). cDNAs were prepared using the Maxima First Strand cDNA Synthesis Kit for qRT-PCR (Thermo Fisher). mRNA levels were quantified from three biological replicates using Maxima SYBR Green (Thermo Fisher) fluorescence on a LightCycler 96 Instrument (Roche). After a pre-incubation step (95° for 10 min), two-step amplification was performed using 40 cycles of denaturation (95° for 15 s) and annealing (60° for 45 s). Target gene expression levels were normalized to that of the reference gene *tba-1*. Primers for constructs and qRT-PCR experiments are listed in Table S7.

### Transcriptome analyses

See Supplementary Materials and Methods.

### Statistics

*P* values were determined by two-tailed unpaired Student’s *t*-test for comparisons between two samples and Bonferroni test with one-way ANOVA for comparisons of more than two samples.

*: *P* < 0.05; **: *P* < 0.01; ***: *P* < 0.001.

### Data Availability

Strains and plasmids are available upon request. The authors affirm that all data necessary for confirming the conclusions of the article are present within the article, figures, and tables. Gene expression data are available at GEO with the accession number: GSE117222. Supplemental material available at Figshare: https://doi.org/10.25387/g3.6983384.

## Results

### Loss-of-function mutations in wdr-23 and gain-of-function mutations in skn-1 can promote C. elegans survival in excess iodide

In a previous screen for mutants that can survive in excess iodide (5 mM NaI) (Xu *et al.* 2014) (Table S1, Screen 1), we isolated four lf mutations in *bli-3* (*mac37*, *mac38*, *mac40*, *mac41*) and one lf mutation in *tsp-15* (*mac33*) (Table S1, Table S2 and Figure 1). The lf nature of the *tsp-15(mac33)* mutation was further confirmed by transgene rescue experiments in this study (Table S3), showing that wild-type *tsp-15* transgenes nearly abolished the survival of *tsp-15(mac33lf)* mutants in excess iodide.

**Figure 1:**
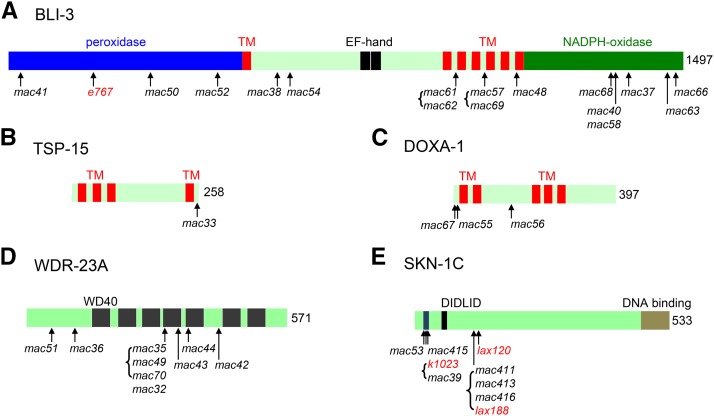
Protein domain structures and positions of mutations in BLI-3 (A), TSP-15 (B), DOXA-1 (C), WDR-23A (D) and SKN-1C (E). Protein domains are labeled. In (E), “DIDLID” is conserved between SKN-1C and mammalian Nrf2. TM, transmembrane domain. Brackets indicate that the enclosed mutations cause identical amino acid changes.

From Screen 1 (Table S1), we also isolated six mutations (*mac32*, *mac35*, *mac36*, *mac42*, *mac43 and mac44*) that form a distinct complementation group on Chr. I. SNP mapping and candidate gene analyses indicate that they affect *wdr-23* (Table S2 and Figure 1). *wdr-23* encodes a WD40 repeat-containing protein that functions with the CUL-4/DDB-1 ubiquitin ligase to negatively regulate the activity of SKN-1 (Choe *et al.* 2009). Both *wdr-23(mac32)* homozygous animals and animals fed RNAi targeting *wdr-23* can survive in excess iodide, while *wdr-23(mac32)* heterozygous animals failed to (Table 1). We could rescue the survival-promoting effect of the *wdr-23(mac32)* mutation using either *wdr-23a* or *wdr-23b* isoform transgenes (Table S3), suggesting that these mutations cause loss of function in *wdr-23*.

**Table 1:** The survival of different mutants and wild-type animals treated with RNAi in excess iodide

Genotype	Survival in 5 mM NaI
*WT*	No
*control RNAi*	No
***wdr-23(mac32)***	**Yes**
*wdr-23(mac32)/+*	No
***wdr-23(RNAi)***	**Yes**
***skn-1(mac39)***	**Yes**
***skn-1(mac39)/+***	**Yes**
***skn-1(lax120gf)***	**Yes**
***skn-1(lax120gf)/+***	**Yes**
*skn-1(zu135lf)*	No
*skn-1(RNAi)*	No
***doxa-1(mac55)***	**Yes**
*doxa-1(mac55)/+*	No
***doxa-1(RNAi)***	**Yes**

We mapped the last mutation (*mac39*) in Screen 1 to Chr. IV within a region containing *skn-1*. Knowing that WDR-23 is a negative regulator of SKN-1 (Choe *et al.* 2009), we took *skn-1* as a candidate and indeed identified a missense mutation that causes an R43C amino acid change (Table S1, Table S2 and Figure 1) on the SKN-1C isoform in *mac39* mutants.

Both *mac39* heterozygous and homozygous animals can survive in excess iodide, while the *skn-1(zu135lf)* (Bowerman *et al.* 1992) homozygous mutants and animals fed RNAi targeting *skn-1* failed to (Table 1). In addition, both heterozygous and homozygous animals of the previously identified *skn-1(lax120gf)* mutation (Paek *et al.* 2012) can survive in excess iodide (Table 1). Based on these findings, we propose that *mac39* causes a gain of function (gf) in *skn-1*.

### Additional screens isolated novel lf mutations in bli-3, doxa-1 and wdr-23 and gf mutations in skn-1

To identify more genes and mutations involved in animal’s response to excess iodide, we performed additional screens (Table S1) for mutants that can survive in 5 mM NaI potentially as homozygotes (Screen 2 for F_2_ mutants) or heterozygotes (Screen 3 for F_1_ mutants).

In total, 33 independent mutants were isolated. Genetic and sequence analyses identified 16 lf mutations in *bli-3* (*mac48*, *mac50*, *mac52*, *mac54*, *mac57*, *mac58*, *mac59*, *mac60*, *mac61*, *mac62*, *mac63*, *mac64*, *mac65*, *mac66*, *mac68* and *mac69*), three lf mutations in *wdr-23* (*mac49*, *mac51* and *mac70*), five gf mutations in *skn-1* (*mac53*, *mac411*, *mac413*, *mac415* and *mac416*) and three lf mutations in *doxa-1* (*mac55*, *mac56* and *mac67*). (Figure 1, Tables S1 and S2). We are currently investigating the genetic changes in six remaining isolates that can survive in excess iodide as heterozygotes (Table S1).

Among the nine *wdr-23* mutants, *mac35*, *mac49* and *mac70* cause an identical D312N amino acid change in the 4^th^ WD40 domain. The same mutation was previously described in the *xrep-1(k1011lf)* (*wdr-23*) mutant that exhibits constitutive expression of phase II enzymes (Hasegawa and Miwa 2010). *mac32* and *mac43* cause a D313N change and a G331R change in the 4^th^ WD40 domain, respectively, and *mac44* causes a G361R change in the 5^th^ WD40 domain (Table S2 and Figure 1). *mac36*, *mac42 and mac51* cause nonsense mutations at residues R130, W413 and Q80 (Figure 1 and Table S2), respectively.

All *skn-1* mutants can survive in excess iodide as heterozygotes or homozygotes. Using *skn-1c* as the reference isoform, the amino acid change (G39D) in *skn-1(mac53)* (Table S2 and Figure 1) is one amino acid away from the R41C change caused by *skn-1(k1023gf)* (Tang and Choe 2015) and three amino acids away from the R43C change caused by *skn-1(mac39gf)*, suggesting functional importance of a potential domain in SKN-1C that contains these amino acid residues. The *skn-1(mac415)* mutation causes the same R41C change in SKN-1C as that by *skn-1(k1023gf)* (Tang and Choe 2015). The *mac411*, *mac413*, *mac416* mutations cause an E147K amino acid change identical to the previously described *skn-1(lax188gf)* mutation (Paek *et al.* 2012). Therefore, we isolated new *skn-1* gf mutations as well as mutations that were previously described.

The new screens also isolated mutations in *doxa-1* (*mac55*, *mac56*, *mac67*) (Table S1). *doxa-1* encodes an ortholog of the mammalian dual oxidase maturation factor (Moribe *et al.* 2012). Both *mac55* homozygous animals (Table 1) and animals fed RNAi targeting *doxa-1* (Table 1) (Xu *et al.* 2014) can survive in excess iodide, while *mac55* heterozygous animals failed to (Table 1). The survival-promoting effect of *mac55* could be rescued by wild-type *doxa-1* transgenes (Table S3), suggesting that *mac55* and the other two mutations cause loss of function.

### SKN-1C functions in the hypodermis (epidermis) to promote animal survival in excess iodide

*skn-1* is predicted to express four isoforms, *skn-1a*, *skn-1b*, *skn-1c and skn-1d* (Blackwell *et al.* 2015), among which *skn-1c* has been extensively studied. In larvae and adults, *skn-1c* is apparently expressed in ASI neurons and weakly in intestine (An and Blackwell 2003). *skn-1c* functions in intestine to regulate a variety of biological processes (Blackwell *et al.* 2015). SKN-1C expression has also been observed in hypodermis using *skn-1c* transgenes (Wu *et al.* 2016) and in hypodermis, pharynx and body-wall muscles based on the expression of SKN-1C target genes (Hasegawa *et al.* 2008; Paek *et al.* 2012).

To identify the tissue(s) in which *skn-1(gf)* mutations promote the survival in excess iodide, we performed phenocopy experiments by introducing *skn-1c* transgenes to wild-type animals. Stable *skn-1c(wt)* cDNA transgenes under control of a *skn-1c* endogenous promoter (An and Blackwell 2003) (Fig. S1A) (Figure 2A), an intestine-specific *nhx-2* promoter (Nehrke 2003) (Figure 2A) or *ges-1* promoter (Egan *et al.* 1995), a hypodermis-specific *dpy-7* promoter (Gilleard *et al.* 1997) (Figure 2A) or a body-wall muscle-specific *myo-3* promoter (Okkema *et al.* 1993), all failed to promote the survival (Table S4).

**Figure 2:**
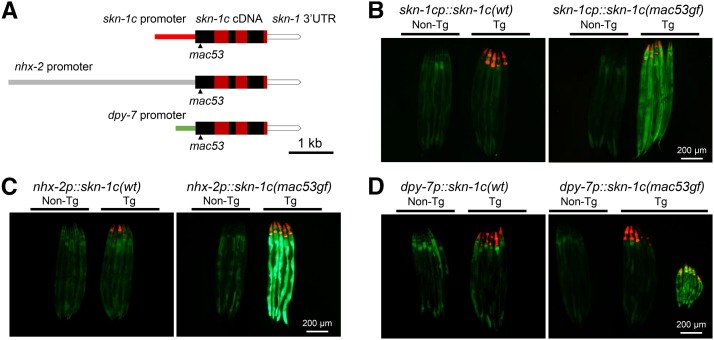
*skn-1c(mac53gf)* transgenes under control of *skn-1c* or *nhx-2* promoters can increase the *gst-4p*::*GFP* (*dvIs19*) reporter expression. (A) Structures of transgenes for phenocopying the survival-promoting effect of *skn-1c(gf)* mutations. The coding exons of *skn-1c* are delineated as alternating red and black boxes. (B, C, D) Left panels. *skn-1c(wt)* transgenes did not increase the expression of the *gst-4p*::*GFP* reporter. Non-transgenic (Non-Tg) animals are on left. Transgenic animals (Tg, red fluorescence in pharynxes expressed from the pCFJ90 co-injection marker) are on right. (B, C, D) Right panels, *skn-1c(mac53gf)* transgenes. Non-transgenic and transgenic animals are indicated on left and right, respectively. (D) Right panel, Tg: *dpy-7p*::*skn-1c(mac53gf*) transgenes did not increase the expression of the *gst-4p*::*GFP* reporter in most cases (animals on the left). Occasionally the transgene caused a strong Dpy phenotype with increased reporter expression in the intestine (animals on the right).

We next examined whether the *skn-1c(mac53gf)* cDNA transgene could promote the survival in excess iodide. We established stable *skn-1c(mac53gf)* transgenic lines using the two intestine-specific promoters (*nhx-2p* and *ges-1p*) and the body-wall muscle-specific *myo-3* promoter. However, these transgenic animals could not survive in excess iodide (Table S4), suggesting that *skn-1(gf)* might not function in intestine or muscle to promote the survival.

Surprisingly, we failed to establish stable *skn-1c(mac53gf)* lines using the *skn-1c* promoter or the hypodermis-specific *dpy-7* promoter (Table S4), probably due to the toxicity of hypodermis-specific *skn-1c(gf)* overexpression. Such toxicity is only obvious in the F_2_ generation as we could generate abundant viable *skn-1(gf)* transgene-positive F_1_ animals (Table 2).

**Table 2:** Hypodermis-specific *skn-1c(gf)* expression can promote animal survival in excess iodide

Transient transgene	Experiment (No. injected WT P_0_)	No. survived Tg F_1_ adults (No. Tg F_1_)	Percentage
*skn-1cp*::*skn-1c(wt)* (*skn-1c* endogenous promoter)	1 (15)	0(28)	0.00%
	2 (15)	0(70)	0.00%
	3 (15)	0(34)	0.00%
***skn-1cp*::*skn-1c(mac53gf)* (*skn-1c* endogenous promoter)**	1 (20)	**37(129)**	**28.68%**
	2 (20)	**31(153)**	**20.26%**
	3 (20)	**52(181)**	**28.73%**
	4 (20)	**28(158)**	**17.72%**
*dpy-7p*::*skn-1c(wt)* (hypodermis promoter)	1 (15)	0(37)	0.00%
	2 (15)	0(21)	0.00%
	3 (15)	0(26)	0.00%
***dpy-7p*::*skn-1c(mac53gf)* (hypodermis promoter)**	1 (15)	**31(46)**	**67.39%**
	2 (15)	**23(63)**	**36.51%**
	3 (15)	**49(74)**	**66.22%**

To overcome the toxicity of stable *skn-1c(gf)* transgenes under control of the *skn-1c* or the *dpy-7* promoter, we examined the survival of *skn-1c(mac53gf)* transgene-positive (based on co-injection marker expression) F_1_ progeny in excess iodide. Here, we found that numerous transgene-positive F_1_ animals could grow into adults in excess iodide (Table 2) and the *dpy-7* promoter appears to be more robust than the *skn-1c* promoter. Therefore, *skn-1c(gf)* can function in the hypodermis to promote the survival.

Since we isolated lf mutations in the *bli-3/tsp-15/doxa-1* complex in the same screens, we tested whether these genes function in the hypodermis as well. Indeed, stable *tsp-15* cDNA transgenes under control of the *dpy-7* promoter could strongly rescue the survival-promoting effect of the *tsp-15(mac33lf)* mutation (Table S3), suggesting that the *bli-3/tsp-15/doxa-1* complex also functions in the hypodermis to affect the survival in excess iodide.

### skn-1c(mac53gf) transgenes can activate the expression of SKN-1C target gene *gst-4*

To test whether the failure of intestine-specific *skn-1c(gf)* transgene expression in promoting the survival might be caused by a lack of activated SKN-1C target gene expression, we introduced *skn-1c(mac53gf)* transgenes to the *dvIs19* transgenic animals (Link and Johnson 2002). The *dvIs19* transgene expresses GFP under control of the *gst-4* promoter and is used as a reliable reporter for SKN-1C activation.

We found that *skn-1c(mac53gf)* transgenes, under control of either *skn-1c* promoter or the intestine-specific *nhx-2* promoter, can significantly increase GFP expression in the intestines of transgene-positive F_1_ progeny (Figure 2B and 2C, right panels), while *skn-1c(wt)* transgenes have no obvious effect (Figure 2B and 2C, left panels). The *nhx-2* promoter appears to cause a more robust GFP expression than the *skn-1c* promoter does.

Under control of the *dpy-7* promoter, the *skn-1c(mac53gf)* transgene resulted in two distinct groups of F_1_ transgenic progeny. In most cases, the transgenic animals have normal size with normal intestinal GFP expression and can grow into adults in excess iodide (Figure 2D, right panel, animals on the left under Tg). Occasionally, we found transgenic animals with a strong Dpy phenotype and an apparent increase in intestinal GFP expression that failed to grow in excess iodide (Figure 2D, right panel, animals on the right under Tg). The mechanism underlying these distinct phenotypes might be related to the difference in levels, temporal stages or leakiness of the transgene expression. These results together suggest that intestinal activation of SKN-1C is not sufficient for animal survival in excess iodide.

### The SKN-1A isoform can weakly promote animal survival in excess iodide

The *skn-1(gf)* mutations that we isolated affect SKN-1A and SKN-1C isoforms, but not SKN-1B or SKN-1D isoforms (Fig. S1). SKN-1A is expressed in most tissues (An and Blackwell 2003; Bishop and Guarente 2007; Staab *et al.* 2014) and associated with ER to mediate transcriptional activation of proteasome subunit genes upon proteasome disruption (Lehrbach and Ruvkun 2016). Oxidative and ER stress can increase *skn-1a* expression (Glover-Cutter *et al.* 2013).

To examine whether *skn-1a* plays a role in animal’s response to excess iodide, we generated transgenic lines (Table S4) with *skn-1a(wt)* or *skn-1a(mac53gf)* cDNA under control of the *skn-1a* (Staab *et al.* 2014) or *skn-1c* promoter (An and Blackwell 2003) (Fig. S1A). All transgenic lines failed to survive in excess iodide (Table S4). However, we consistently found escapers in the *skn-1a(mac53gf)* lines controlled by the *skn-1a* promoter (Table S4). To verify this finding, we examined the survival of F_1_ *skn-1a* transgenic animals in excess iodide (Table S5). The results suggest that both *skn-1a(wt)* and *skn-1a(gf)* transgenes under control of either *skn-1c* or *skn-1a* promoter could weakly promote the survival.

To examine whether *skn-1a* transgenes might affect *skn-1c* target gene expression, we introduced these transgenes to the *dvIs19* animals. It appears that the *skn-1a(wt)* or *skn-1a(gf)* transgenes under control of the *skn-1a* promoter could weakly activate the GFP expression (Fig. S1B, two left panels), while these transgenes under control of the *skn-1c* promoter failed to do so (Fig. S1B, two right panels). These results suggest that both *skn-1a(wt)* and *skn-1a(gf)* are capable of weakly activating SKN-1C target gene expression. Furthermore, *skn-1a(wt)* might carry an activity similar to *skn-1a(gf)* in promoting animal survival in excess iodide. The underlying mechanism remains to be understood.

### skn-1 is required for the survival of bli-3, tsp-15, doxa-1 and wdr-23 lf mutants in excess iodide

Since *skn-1(zu135lf)* and *skn-1(RNAi)* animals could not survive to adults in excess iodide (Table 1), we examined whether *skn-1* is epistatic to *bli-3*, *tsp-15*, *doxa-1* or *wdr-23*. We generated double mutants carrying the *skn-1(zu135lf)* mutation and one of two or more independently isolated mutations in these other genes. Except for *bli-3(e767lf)*; *skn-1(zu135lf)* double mutants, which were too sick for survival test, all other double mutants grew similarly as *skn-1(zu135lf)* single mutants under normal condition but failed to survive to adults in excess iodide (Table 3). Therefore, *skn-1* is required for mutations in the other four genes to promote animal survival in excess iodide.

**Table 3:** *skn-1* is required for the survival of *bli-3*, *tsp-15*, *doxa-1* and *wdr-23* lf mutants in excess iodide

Genotype		Growth in 5 mM NaI
*skn-1(lf)*	*zu135/nT1[qIs51]* (heterozygous)	Larval arrest
	*zu135* (homozygous)	Larval arrest
*bli-3(lf)*; *skn-1(lf)*	*e767*; *zu135/nT1[qIs51]*	ND
	*e767*; *zu135*	ND
	*mac52*; *zu135/nT1[qIs51]*	Adult
	*mac52*; *zu135*	Larval arrest
	*mac40*; *zu135/nT1[qIs51]*	Adult
	*mac40*; *zu135*	Larval arrest
	*mac66*; *zu135/nT1[qIs51]*	Adult
	*mac66*; *zu135*	Larval arrest
*tsp-15(lf)*; *skn-1(lf)*	*sv15*; *zu135/nT1[qIs51]*	Adult
	*sv15*; *zu135*	Larval arrest
	*mac33*; *zu135/nT1[qIs51]*	Adult
	*mac33*; *zu135*	Larval arrest
*doxa-1(lf)*; *skn-1(lf)*	*mac55*; *zu135/nT1[qIs51]*	Adult
	*mac55*; *zu135*	Larval arrest
	*mac67*; *zu135/nT1[qIs51]*	Adult
	*mac67*; *zu135*	Larval arrest
*wdr-23(lf)*; *skn-1(lf)*	*mac32*; *zu135/nT1[qIs51]*	Adult
	*mac32*; *zu135*	Larval arrest
	*mac35*; *zu135/nT1[qIs51]*	Adult
	*mac35*; *zu135*	Larval arrest

### wdr-23(lf) and skn-1(gf) interact with bli-3(lf) differentially to affect animal survival in high concentration of NaI

To further understand the interactions of *bli-3* with *skn-1* and *wdr-23*, we chose two independent alleles of each of the three genes and generated double mutants. We examined the survival of single or double mutants in 10 mM or 50 mM NaI. Higher concentrations of iodide might cause more severe oxidative stress, which can be used for detecting additive or synergistic genetic interactions (Table 4).

**Table 4:** The survival of single and double mutants in 10 or 50 mM NaI

Genotype	Alleles	Survival in 10 mM NaI	Survival in 50 mM NaI
*bli-3(lf)*	*e767*	Yes	No
	*mac40*	Yes	No
*skn-1(gf)*	*lax120*	Yes	No
	*mac53*	Yes	No
*wdr-23(lf)*	*mac32*	Yes	No
	*mac35*	Yes	No
*bli-3(lf)*; *skn-1(gf)*	*e767*; *mac53*	Yes	No
	*e767*; *lax120*	Yes	No
	*mac40*; *mac53*	Yes	Yes
	*mac40*; *lax120*	Yes	Yes
*bli-3(lf) wdr-23(lf)* First group	*e767 mac32*	Yes	No
	*e767 mac35*	Yes	No
	*mac40 mac32*	Yes	No
	*mac40 mac35*	Yes	No
*bli-3(lf) wdr-23(lf)* Second group	*mac40 mac36*	Yes	No
	*mac40 mac42*	No	No
	*mac40 mac44*	Yes	No
	*mac40 mac51*	Yes	No

We found that all single and double mutants can survive in 10 mM NaI (Table 4), suggesting that at this concentration iodide does not generate a lethal oxidative stress. We next tested 50 mM NaI, in which all single mutants failed to survive (Table 4). Interestingly, *bli-3(lf)*; *skn-1(gf)* double mutants exhibited split phenotypes: the two *bli-3(e767lf)*; *skn-1(gf)* double mutants failed to survive in 50 mM NaI, while the two *bli-3(mac40lf)*; *skn-1(gf)* double mutants could survive. Different from *bli-3(lf)*; *skn-1(gf)*, all four *bli-3(lf) wdr-23(lf)* double mutants we initially generated failed to survive (Table 4, First group). Therefore, *skn-1(gf)* and *wdr-23(lf)* can interact with *bli-3(mac40lf)* differentially.

To examine whether other *wdr-23* alleles might interact with *bli-3(mac40lf)* in a similar manner, we generated new *bli-3(mac40lf) wdr-23(lf)* double mutants that include four more *wdr-23* missense or nonsense mutations (Table S2). All these *bli-3(mac40lf) wdr-23(lf)* double mutants also failed to survive in 50 mM NaI (Table 4, Second group).

In all double mutants, only *bli-3(mac40lf) wdr-23(mac42lf)* could not survive in 10 mM NaI. We speculate that an unknown defect(s) in the double mutants that is not derived from oxidative stress contributes to the inviability, since single mutants of either mutation could survive in 10 mM NaI.

### skn-1(gf) and wdr-23(lf) interact with bli-3 differentially to affect the cuticle integrity

A critical function of the BLI-3 dual oxidase is to catalyze the crosslinking of tyrosyl residues of the cuticle collagens. The process involves the BLI-3 NADPH oxidase domain, the BLI-3 peroxidase domain and the peroxidase MLT-7 (Edens *et al.* 2001; Meitzler and Ortiz De Montellano 2009; Thein *et al.* 2009; Meitzler *et al.* 2010; Moribe and Mekada 2013). To examine whether *skn-1* or *wdr-23* interacts with *bli-3* to affect cuticle formation, we tested the cuticle integrity of mutants by staining with the fluorescent nuclear dye Hoechst 33258 (Thein *et al.* 2009; Xu *et al.* 2014).

An examination of *bli-3* single mutants suggests that the peroxidase domain and the oxidase domain affect cuticle integrity differentially: the peroxidase domain mutations (*mac52* and *e767*) resulted in cuticles more defective than the oxidase domain mutations did (*mac68*, *mac66*, *mac40*) (Figure 3A). None of the *skn-1(gf)* or *wdr-23(lf)* single mutants has apparently defective cuticles (Figure 3A), suggesting that these two genes are not directly involved in cuticle formation.

**Figure 3:**
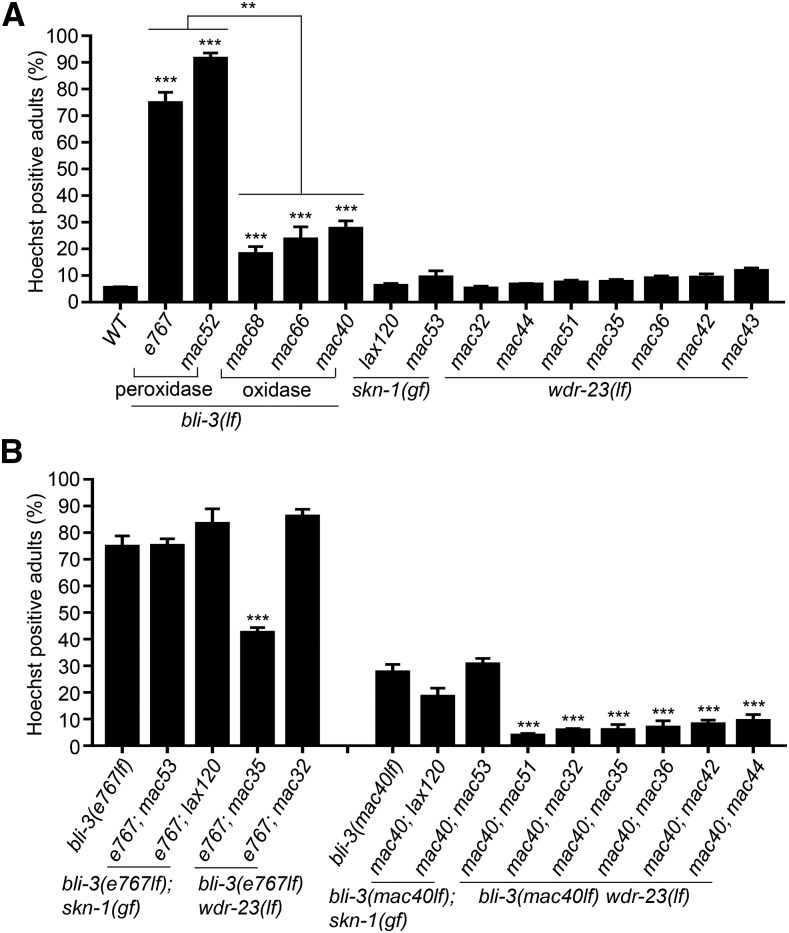
Cuticle integrity of single and double mutants based on Hoechst 33258 staining. (A) Percentage of Hoechst-positive single mutants. (B) Percentage of Hoechst-positive double mutants compared to single mutants. Results are from four biological replicates (n = 100 for each). Comparisons were made with WT or between genotypes. Error bar: Mean ± SE. Statistics: Bonferroni test with one-way ANOVA. *: *P* < 0.05; **: *P* < 0.01; ***: *P* < 0.001.

An examination of double mutants suggests that *skn-1(gf)* mutations do not apparently alter the cuticle defects caused by mutations affecting either the peroxidase domain or oxidase domain of BLI-3 (Figure 3B). Surprisingly, *wdr-23(lf)* mutations affect the cuticles in a *bli-3* allele-specific manner: they uniformly and strongly suppress the cuticle defects of the *bli-3(mac40lf)* (oxidase domain) mutants but not that of *bli-3(e767lf)* (peroxidase domain) mutants (Figure 3B).

### skn-1(gf) and wdr-23(lf) similarly affect the expression of most, but not all target genes

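*C. elegans* larvae of the L1 stage of 3 genotypes were sequenced. *wdr-23(mac35lf)* changes an amino acid of WDR-23, the WD40 repeat protein that takes SKN-1 to the proteasome, and *skn-1(mac53gf)* changes an amino acid of SKN-1, the worm counterpart of the Nrf2 transcription factors. Both are missense alleles, so the RNA level of the mutated gene does not check a library's label. *skn-1* (chromosome IV, 5651764 to 5660384) stood at 51.5 to 130 FPKM in the 6 wild-type libraries, at 67.6 to 191 FPKM in the 6 libraries of *wdr-23(mac35lf)* and at 142 to 189 FPKM in the 6 of *skn-1(mac53gf)*. *wdr-23* (chromosome I, 7596526 to 7601903) stood at 36.6 to 94.7, at 410 to 996 and at 531 to 831 FPKM.
The larvae spent 8 hr on NGM plates seeded with OP50 bacteria, with 5 mM NaI or without it. Each of the 6 groups of genotype and iodide had 3 libraries, which the paper calls biological replicates. RNA was taken with TRIzol and libraries were made with the NEBNext Ultra kit. The submitters' processing notes name Bowtie2, TopHat2 2.0.12 and the WBcel235 genome, on which positions are given here. The counting tool, its annotation and its use of strand are not given in the sources used here.
The deposited values are FPKM, of which 27582 of the 27583 genes gave whole reads in all 18 libraries, within 0.01 of a read, once divided by what a read is worth. The library totals found this way ran from 17950203 to 21933712 reads (median 20842765). In wild type the median was 21737176 (range 19277368 to 21933712) without iodide and 21334194 (21240484 to 21717203) with it. In *wdr-23(mac35lf)* it was 21316643 (20905484 to 21338910) and 20089240 (19343989 to 20602888). In *skn-1(mac53gf)* it was 20098633 (20077747 to 20780047) and 20383118 (17950203 to 21538036).
From there, log2(FPKM + 1) was tested with limma in a model that held a mean for each of the 6 groups, over the 16563 genes above 1 FPKM in at least 3 libraries. A gene counted as a DEG at an adjusted p under 0.05 (Benjamini-Hochberg over the genes tested), with no fold threshold. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. A mutant was compared with wild type in each iodide state, 3 libraries against 3, and over both states as the mean of the differences within each state, 6 libraries against 6. Those 6 are not independent. Libraries of a genotype and replicate number deviated together with and without iodide (r of 0.572 to 0.829 across genes). No model held a term for this, so standard errors and p values over both states treat them as independent. The comparisons, the limma and camera tests, the gene lists and the rule for the genes named were set before the data were examined, while Fisher's exact tests of lists among the DEGs, limma voom and the use of replicates 2 and 3 alone were added after the data were seen. Libraries that share a replicate number deviated together, so the value from a model with that number as a term is given as a replicate block where it changes a call.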

To understand what downstream genes of *skn-1* and *wdr-23* might be involved in promoting animal survival in excess iodide, we performed RNA-Seq on synchronized wild-type, *skn-1(mac53gf)* and *wdr-23(mac35lf)* larvae grown with or without excess iodide and analyzed their transcriptomes.

We found that animals of the same genotype exhibit largely similar gene expression profiles with or without excess iodide, as shown in the gene expression heat map (Figure 4A) and the numbers of differentially expressed genes (DEGs) (Figure 4B). 

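*gst-4*, the glutathione S-transferase gene that serves as a reporter of SKN-1 activity, had a log2 fold change with iodide of 0.33 in wild type (95% interval -0.95 to 1.61, n = 3 libraries per group), 0.03 in *wdr-23(mac35lf)* and -0.16 in *skn-1(mac53gf)*. *gcs-1*, which encodes the enzyme of the rate-limiting step of glutathione synthesis, had 0.42 in wild type (-0.29 to 1.13), 0.07 and 0.06. *sodh-2*, an alcohol dehydrogenase gene, had -0.56 in wild type (-1.3 to 0.19), -0.32 and -0.27. In wild type *bli-3*, the dual oxidase gene, had 0.24 (-0.57 to 1.06), and *tsp-15* and *doxa-1*, whose proteins act with it, had 0.22 and 0.19. None of these values passed the test (adjusted p = 1 for each from limma with Benjamini-Hochberg adjustment), and the median 95% interval over the genes tested reached 0.78 to either side. These intervals come from the model without the replicate number and also hold the spread between replicate numbers.
With iodide, 0 genes were higher and 1 was lower in wild type, none changed in *wdr-23(mac35lf)*, and 0 were higher and 1 was lower in *skn-1(mac53gf)*. Both are piRNA genes of 21 bases, listed here as uncertain because their reads were few and may be those of another transcript. *21ur-14494* had 6 reads over the wild-type libraries without iodide and 0 in the other groups (limma adjusted p = 0.0062 in wild type, adjusted p = 0.0051 with the replicate block). *21ur-15110* had 5 reads in *skn-1(mac53gf)* without iodide and 0 in the other groups (limma adjusted p = 0.0011). limma voom on the whole reads, added after the data were seen, called neither gene, at an adjusted p of 1. *Y41C4A.11* was also past the test in wild type with the replicate block, at a log2 fold change of 2.18 (limma adjusted p = 0.00074 with the block and 1 without it), which made 2 calls. The count in wild type was 0 without replicate 1 of wild type and 0 without any of its libraries with iodide. The count in *skn-1(mac53gf)* was 2 without replicate 3 with iodide, by the addition of *21ur-6496*, another piRNA gene. In *wdr-23(mac35lf)* limma gave 85 genes at an unadjusted p under 0.05 and voom gave 79.
Over the 3 genotypes together limma called 0 genes for iodide, with 186 at an unadjusted p under 0.05, and voom called 0. The 186, the 85 above and the 107 and 120 below are each under a share of 0.05 of the genes tested. The main fit has no term for the replicate number, which held 41% of the sum of squares. Its p values for iodide therefore run high, and these low counts do not measure how few genes changed. The replicate block called 2, *C15A11.7* at 1.32 (adjusted p = 0.0013) and *Y41C4A.11* at 0.88 (adjusted p = 0.026). A difference of the iodide response from that of wild type was called for 0 genes in *wdr-23(mac35lf)* and for 0 in *skn-1(mac53gf)*, with 107 and 120 genes at an unadjusted p under 0.05, and voom called 0 and 0. Without replicate 3 of wild type each of these counts was 1, which was *21ur-14494*, and without replicate 1 of *skn-1(mac53gf)* the second was 1, which was *21ur-15110*. No member of the lists of glutathione S-transferases, SKN-1 targets or innate immune effectors passed the test for iodide in any genotype. By limma's camera test with a preset correlation, 5 of the 27 lists differed from other genes in wild type, 1 in *wdr-23(mac35lf)* and 3 in *skn-1(mac53gf)*, and 0 of them in each genotype with an estimated correlation. The glutathione S-transferases did not pass in wild type (camera adjusted p = 0.502), but did so toward higher values without its replicate 1 (1.17e-06) or without replicate 3 with iodide (0.00519), and so did the SKN-1 targets (0.0573, against 0.000124 and 0.00127, and 0.0191 with quantile normalization). In replicates 2 and 3 alone, set apart after the data were seen, the 2 lists had 1.39e-05 and 0.000435. In *wdr-23(mac35lf)* the glutathione S-transferases had 0.125, which became 8.2e-05, 0.000271 and 0.00449 without replicate 1 without iodide and replicates 2 and 3 with it, and 0.0195 in the other direction without replicate 1 with iodide, and in *skn-1(mac53gf)* 0.404 became 0.0461 without replicate 2 with iodide. Over the 3 genotypes 0.468 became 0.000907 and 0.0228 without replicate 1 of wild type and its replicate 3 with iodide, 0.00837 and 0.0234 without replicate 1 of *wdr-23(mac35lf)* and its replicate 2 with iodide, and 0.0208 without replicate 1 of *skn-1(mac53gf)* with iodide.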

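*W06H8.2* (chromosome V, 6206858 to 6208480) stood at 5.67 ± 2.36 FPKM in wild type (SD, n = 6 libraries over both iodide states), at 564 ± 95.7 in *wdr-23(mac35lf)* and at 255 ± 89.7 in *skn-1(mac53gf)*, which is a log2 fold change against wild type of 6.46 (standard error 0.22, adjusted p = 8.9e-11 from limma) and 5.27 (standard error 0.22, adjusted p = 4e-09). *F55G11.2* (chromosome IV, 12967482 to 12969271) rose by 6.28 and 4.85 on the log2 scale (limma adjusted p = 6.4e-10 and 2.3e-08). In both genes every mutant library lay above every wild-type library. *B0462.4* rose from 0.832 ± 0.435 to 125 ± 24.1 FPKM in *wdr-23(mac35lf)* (limma adjusted p = 6.2e-10), and *C32H11.4* by 4.61 on the log2 scale in *skn-1(mac53gf)* (limma adjusted p = 0.00011).
Genotype held 24% of the sum of squares of log2(FPKM + 1) over the genes tested (one-sided p = 0.008 from 100000 permutations of the genotypes within an iodide state). Iodide held 2.56% (one-sided p = 0.888 from all 8000 permutations within a genotype), and the replicate number held 41%. These permutations mix the replicate numbers. Permutation within the numbers (replicate block) was added after the data were seen. It gave the same shares a one-sided p of 0.00781 for iodide from all 512 permutations and 0.000129 for genotype from all 46656. Iodide thus passed when the numbers were kept together and did not otherwise. Both permutations of genotype moved libraries with and without iodide separately. Those of a genotype and replicate number deviated together, so the permutation p of 0.008 and 0.000129 treat as independent libraries that are not. Between the group means, the root mean square difference over genes on the log2 scale was 0.371, 0.276 and 0.281 between the iodide states of wild type, *wdr-23(mac35lf)* and *skn-1(mac53gf)*. Without iodide it was 0.686 between wild type and *wdr-23(mac35lf)*, 0.615 between wild type and *skn-1(mac53gf)*, and 0.425 between the mutants. With iodide the last 3 values were 0.637, 0.507 and 0.461. The first principal component held 31.4% of the variance, and the 6 libraries of replicate 1 lay below 0 on it, in all 3 genotypes. Replicate 1 of wild type without iodide and of *wdr-23(mac35lf)* in both states stood farther apart, with 8.12%, 7.9% and 8.01% of reads in their 10 leading genes, against at most 6.71% in the other 15 libraries.

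**Figure D1:**
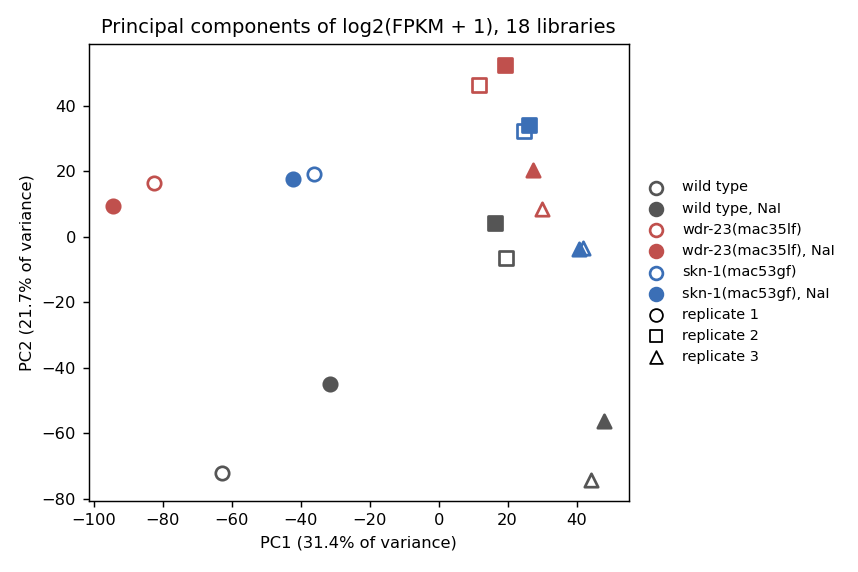
Principal components 1 and 2 of log2(FPKM + 1) over the 16563 genes tested, with 31.4% and 21.7% of the variance. Each point is a library (grey, wild type; red, *wdr-23(mac35lf)*; blue, *skn-1(mac53gf)*; hollow, without iodide; filled, with 5 mM NaI; circle, square and triangle, replicates 1, 2 and 3). The circles of replicate 1 lie to the left, and within a replicate number the wild-type libraries lie below those of the mutants.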

The gene expression profiles of *skn-1(mac53gf)* and *wdr-23(mac35lf)* mutants are apparently different from that of wild type, while a subtle but visible difference is also seen between them (Figure 4A). Fewer genes are altered in *skn-1(mac53gf)* mutants compared to *wdr-23(mac35lf)* mutants (Figure 4B). 

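Among the genes that fell most were *cpr-4*, a cathepsin B-like protease gene, *sqst-3*, a gene of the sequestosome family, *C08E3.1* and *F46C5.1*. *cpr-4* (chromosome V, 6614712 to 6615768) stood at 566 ± 312 FPKM in wild type and 25.9 ± 8.31 in *wdr-23(mac35lf)* (SD, n = 6 libraries each), a log2 fold change of -4.19 (standard error 0.44, adjusted p = 1.4e-05 from limma). *sqst-3* fell by 4.14 in *wdr-23(mac35lf)* and 2.76 in *skn-1(mac53gf)* on the log2 scale (limma adjusted p = 1.8e-06 and 0.00027). *C08E3.1* had -3.76 and -3.85 (limma adjusted p = 3.5e-05 and 5.3e-05), and *F46C5.1* -3.69 and -3.45 (limma adjusted p = 1e-05 and 4e-05). *K09C6.9* fell by 2.81 in *skn-1(mac53gf)* (limma adjusted p = 2.9e-06).
Without iodide, 183 genes were higher and 105 lower in *wdr-23(mac35lf)* than in wild type, and of the 154 DEGs of *skn-1(mac53gf)* 35 were lower. With iodide the counts were 167 and 57 in *wdr-23(mac35lf)*, and 96 and 19 in *skn-1(mac53gf)*. Over both states *wdr-23(mac35lf)* had 326 higher and 402 lower DEGs, and *skn-1(mac53gf)* 212 and 84. Of all 16563 genes, 289 lay higher and 496 lower in the 6 libraries of *wdr-23(mac35lf)* than in the 6 of wild type with no overlap, and 334 and 242 in *skn-1(mac53gf)*. Chance gives 0.11% in each direction if all libraries are independent. Libraries of a genotype and replicate number deviated together with and without iodide (r of 0.572 to 0.829 across genes), so 0.11% does not measure chance here. The replicate block raised the totals from 288 to 1506, from 154 to 802, from 224 to 905 and from 115 to 327 within the iodide states, and over both states from 728 to 3076 and from 296 to 1751. Over both states the block gave 712 higher and 2364 lower in *wdr-23(mac35lf)*, and 719 and 1032 in *skn-1(mac53gf)*. Without replicate 3 of *skn-1(mac53gf)* its 154 DEGs without iodide became 99, with 78 higher. The 728 of *wdr-23(mac35lf)* became 493 or 885 at the lowest and highest without 1 library, and the 296 of *skn-1(mac53gf)* became 222 or 396.
The counts of lower genes moved more. The 105 of *wdr-23(mac35lf)* without iodide became 64, 183 and 67 without replicates 1, 2 and 3 of wild type and 62 and 51 without replicates 1 and 2 of *wdr-23(mac35lf)*, and the 57 with iodide 34 and 37 without its replicates 2 and 3. The 35 of *skn-1(mac53gf)* became 80 without replicate 2 of wild type and 21 without replicate 1 or 3 of *skn-1(mac53gf)*, and the 19 with iodide became 10 and 9 without replicates 1 and 3 of wild type and 8, 9 and 6 without replicates 1, 2 and 3 of *skn-1(mac53gf)*. Over both states the 402 became 260 without replicate 1 of wild type with iodide, 261 and 233 without replicates 1 and 2 of *wdr-23(mac35lf)* and 230 without its replicate 2 with iodide, and the 84 became 187 without replicate 2 of wild type and 54 without replicate 3 of *skn-1(mac53gf)*.
In *wdr-23(mac35lf)* the median log2 fold change over all genes was -0.141 without iodide, and libraries scaled by the median of ratios gave 73.6% of its DEGs as higher, against 63.5%. With iodide this median was -0.189 and the share was 82.3%. Over both states the share rose from 44.8% to 66.2% (412 higher and 210 lower) as scaling moved the median from -0.164 to 0.004. Genes of the moulting cycle, which are read in waves before each moult, had a median log2 fold change over both states of -1.57 in *wdr-23(mac35lf)* and -0.77 in *skn-1(mac53gf)*, with 0 of the 16 past limma's test in either and 10 and 5 lower with the replicate block.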

Direct comparison of *skn-1(mac53gf)* and *wdr-23(mac35lf)* identified 16 (without iodide) and 22 (with iodide) DEGs (Figure 4B).

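Without iodide 3 genes were higher in *skn-1(mac53gf)*, namely *F56A4.3* (a glutathione S-transferase gene, log2 fold change of *skn-1(mac53gf)* against *wdr-23(mac35lf)* 9.29), *H28G03.5* (4.14) and the piRNA gene *21ur-15110* (2.25). The 6 lower were *F28H6.8* (-4.20), *Y73F8A.36* (-3.51), *gst-40* (-3.40), *ugt-38* (-2.90), *Y75B12A.2* (-2.53) and *srt-23* (-2.16). With iodide the 3 higher were *F56A4.3* (9.37), *H28G03.5* (4.33) and *21ur-5002* (2.28), and the 7 lower were *F28H6.8* (-4.25), *21ur-362* (-4.17), *Y73F8A.36* (-3.98), *gst-40* (-3.43), *ugt-38* (-2.83), *Y75B12A.2* (-2.72) and *srt-23* (-2.59). The piRNA genes rested on few reads and are uncertain, as is *H28G03.5*, a pseudogene.
These 9 and 10 genes passed limma's test at an adjusted p under 0.05 with 3 libraries against 3. The replicate block called 33 (10 higher and 23 lower) and 43 (15 and 28). Over both states, 17 genes were higher and 28 lower, and the block called 198 and 135. Of the 17, 8 were lower in *wdr-23(mac35lf)* than in wild type and 7 were higher in *skn-1(mac53gf)* alone past the test. Of the 28, 20 were higher in both mutants than in wild type, among them *gsto-2* (-1.47 between the mutants), *gst-25* (-1.45) and *gpx-2* (-0.62). The total of 45 became 29 without replicate 2 of *wdr-23(mac35lf)*, 28 without its replicate 3 with iodide and 26 without replicate 2 of *skn-1(mac53gf)* with iodide. Without replicates 1, the 9 and 10 became 17 and 18, a choice made after the libraries had been seen.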

**Figure 4:**
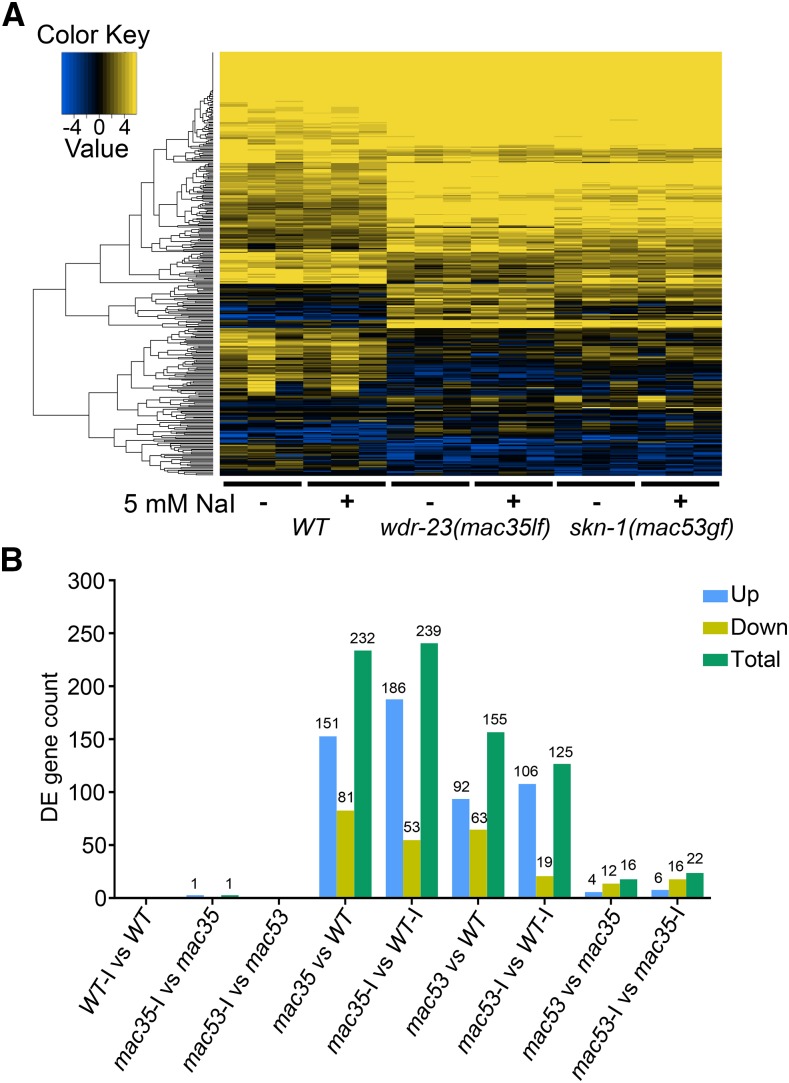
Transcriptome analyses of DEGs in wild-type and mutant animals grown with or without excess iodide. (A) Heat map of differentially expressed genes (DEGs). Results are from three biological replicates. (B) Numbers of DEGs from pairwise comparisons. Iodide treatment is indicated as “-I”.

Gene ontology (GO) analyses revealed that many of the DEGs in *skn-1* and/or *wdr-23* mutants belong to signaling pathways that regulate metabolism and defense response, with glutathione metabolic process being the top pathway in each mutant (Fig. S2 and S3). 

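Of the 17 genes of glutathione synthesis and recycling, 7 rose and 0 fell in *wdr-23(mac35lf)* over both iodide states, and 6 rose and 0 fell in *skn-1(mac53gf)* (7 and 1, and 7 and 0, when adjusted over the list alone). *gsr-1*, the glutathione reductase gene, stood at 117 ± 13.4 FPKM in wild type, 550 ± 24.8 in *wdr-23(mac35lf)* and 319 ± 38.6 in *skn-1(mac53gf)* (SD, n = 6 libraries each), log2 fold changes of 2.23 and 1.44 (limma adjusted p = 6.1e-09 and 2e-06). *gss-1*, which encodes glutathione synthetase, rose by 1.83 and 1.03 (limma adjusted p = 2.6e-07 and 0.00027) and the glutathione peroxidase gene *gpx-2* by 1.95 and 1.33 (limma adjusted p = 6e-09 and 1e-06). The list as a whole was higher than other genes in *wdr-23(mac35lf)* (camera adjusted p = 5.27e-10, and adjusted p = 0.0109 with an estimated correlation) although its median was -0.07 (0.12 after scaling) and its mean 0.75. In *skn-1(mac53gf)* its median was 0.21 (camera adjusted p = 6.41e-05, and adjusted p = 0.0607 with an estimated correlation). Its members were more frequent among the DEGs than in a draw from the genes tested, with 7 where 0.75 are drawn on average in *wdr-23(mac35lf)* and 6 where 0.3 are in *skn-1(mac53gf)* (one-sided Fisher's exact test, added after the data were seen, adjusted p = 3.45e-05 and 2.84e-06). The exact test takes genes as independent draws, so its p may overstate the evidence where members move together.
All 13 SKN-1 targets from earlier work rose in both mutants (13 and 13 when adjusted over the list alone), with medians of 3.56 and 3.02 (camera adjusted p = 9.87e-59 and 5.97e-47, and adjusted p = 2.07e-05 and 5.39e-05 with an estimated correlation). *gst-4*, *gcs-1*, *gst-30* and *ugt-11* of this list are also genes the study picked from these libraries, so their counts are not independent evidence. The SKN-1 targets still passed with the replicate block and an estimated correlation together (adjusted p = 0.00378 and 0.00792), and the glutathione genes did not (adjusted p = 0.148 in *wdr-23(mac35lf)*). Among the others, *nit-1*, a nitrilase gene, rose by 3.71 and 3.31 (limma adjusted p = 1.2e-09 and 9e-09). Of 18 superoxide, peroxide and thioredoxin enzymes, 4 rose in each mutant and 0 fell (4 and 1, and 4 and 0, when adjusted over the list alone). These were the peroxiredoxin gene *prdx-2* (2.18 and 1.44), the catalase gene *ctl-3* (3.45 and 2.41), the superoxide dismutase gene *sod-1* (1.84 and 1.43) and the methionine sulfoxide reductase gene *msra-1* (2.41 and 1.22). *msra-1* in *skn-1(mac53gf)* had an adjusted p of 0.074 at the highest without 1 library (limma, 0.023 with all). The median of this list was -0.10 in *wdr-23(mac35lf)* and 0.10 after scaling (camera adjusted p = 0.00147 for higher values, and adjusted p = 0.041 with an estimated correlation) and -0.03 in *skn-1(mac53gf)*, where its mean was 0.23 (camera adjusted p = 0.0712). Without replicate 1 of wild type that p was 0.0229, and without replicate 1 of *skn-1(mac53gf)* with iodide it was 0.0297. In *wdr-23(mac35lf)* the replicate block with an estimated correlation gave an adjusted p of 0.243. The replicate block alone called *gpx-5* and *sod-3* as lower in *wdr-23(mac35lf)*, by -0.55 and -0.77 (adjusted p = 0.014 and 0.017).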

Cellular process, metabolic process and single-organism process are the top three GO subterms that contain the highest percentage of DEGs in each mutant (Fig. S4).

A few GO subterms are differentially affected between *wdr-23(mac35lf)* and *skn-1(mac53gf)* mutants. For example, innate immune response is one biological process that is significantly affected by *wdr-23(mac35lf)* but not by *skn-1(mac53gf)* (Fig. S3A). 

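Genes of the innate immune effectors, a list set by gene name and not the GO process, moved in both directions in both mutants. *clec-3* and *clec-74*, C-type lectin genes, rose by 6.74 and 6.88 on the log2 scale in *wdr-23(mac35lf)* (limma adjusted p = 3.8e-09 and 2.8e-08) and by 5.56 and 5.25 in *skn-1(mac53gf)* (limma adjusted p = 8.6e-08 and 1.6e-06). *clec-74* (chromosome IV, 3957030 to 3960139) stood at 1.98 ± 1.44 FPKM in wild type, 320 ± 79.5 in *wdr-23(mac35lf)* and 116 ± 77.7 in *skn-1(mac53gf)* (SD, n = 6 libraries each). The lysozyme genes *lys-4* and *ilys-5* fell by 4.72 and 5.42 in *wdr-23(mac35lf)* (limma adjusted p = 1.6e-06 and 9e-06) and by 3.22 and 3.07 in *skn-1(mac53gf)* (limma adjusted p = 2e-04 and 0.0046). *lys-4* (chromosome IV, 11621496 to 11623098) stood at 180 ± 101, 5.54 ± 2.97 and 17.5 ± 8.06 FPKM.
Of the 204 genes of this list above the filter, 22 rose and 34 fell in *wdr-23(mac35lf)* over both iodide states, and 18 rose and 19 fell in *skn-1(mac53gf)* (29 and 45, and 26 and 32, when adjusted over the list alone; 42 and 64, and 38 and 45, with the replicate block). Among the DEGs of *wdr-23(mac35lf)* 56 were members where 8.97 are drawn on average, and among those of *skn-1(mac53gf)* 37 where 3.65 are (one-sided Fisher's exact test, added after the data were seen, adjusted p = 1.07e-27 and 3.07e-25). These p values take the members as independent draws. Within the iodide states the list held 39 and 25 of the DEGs of *wdr-23(mac35lf)* and 22 and 12 of those of *skn-1(mac53gf)*, the last with an adjusted p of 2.05e-07 from the same exact test. As a set it did not stand apart from other genes in one direction, with a median of -0.22 in *wdr-23(mac35lf)*, where the test pointed to higher values (camera adjusted p = 0.569), and of -0.16 in *skn-1(mac53gf)* (camera adjusted p = 0.422). Between the mutants limma called 0 of its members (0 higher and 1 lower when adjusted over the list alone). The closest were *clec-68* at -1.05 (limma adjusted p = 0.062), *ilys-5* at 2.35 (limma adjusted p = 0.13) and *clec-74* at -1.63 (limma adjusted p = 0.2), which passed with the replicate block (0.016, 0.00051 and 0.0015). The replicate block called 9 members as higher and 12 as lower in *skn-1(mac53gf)* than in *wdr-23(mac35lf)*. The camera test between the mutants had an adjusted p of 0.0603, which was 0.0337 without replicate 3 of *wdr-23(mac35lf)*, 0.0439 without its replicate 1 with iodide, and 0.0281 or 0.0234 without replicate 2 or 3 of *skn-1(mac53gf)* with iodide.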

Glutathione and alkyl or aryl transferase activities are the two molecular functions that are significantly different between *skn-1(mac53gf)* and *wdr-23(mac35lf)* mutants (Fig. S3B).

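Glutathione S-transferase genes, whose enzymes join glutathione to toxic compounds, were lower in *skn-1(mac53gf)* than in *wdr-23(mac35lf)* for 5 of the 48 measured and higher for 1 (16 and 1 when adjusted over the list alone). *gst-40* (chromosome IV, 760618 to 762295) stood at 16.8 ± 5.96 FPKM in wild type, 1200 ± 686 in *wdr-23(mac35lf)* and 101 ± 19.2 in *skn-1(mac53gf)* (SD, n = 6 libraries each), a log2 fold change between the mutants of -3.41 (standard error 0.33, adjusted p = 7.3e-05 from limma). *gst-38* (chromosome V, 15915250 to 15915936) stood at 17.6 ± 8.44, 1520 ± 383 and 368 ± 111 FPKM, a log2 fold change of -2.06 (standard error 0.29, limma adjusted p = 0.0054). Members of this family are close copies that may share reads, so single genes of it are uncertain where the counting split them. The list as a whole had a median of -0.34 (camera adjusted p = 1.74e-20, and adjusted p = 0.0698 with an estimated correlation). Its 6 DEGs compare with 0.13 drawn on average (one-sided Fisher's exact test, added after the data were seen, adjusted p = 3.97e-08). Among the 6 are *gst-30* and *F56A4.3*, which the study picked from these libraries, so for these the count is not independent evidence.
Of the 17 genes of glutathione synthesis and recycling, *gsr-1*, *gpx-2* and *gss-1* were lower in *skn-1(mac53gf)* than in *wdr-23(mac35lf)*, by log2 fold changes of -0.79, -0.62 and -0.80 (limma adjusted p = 0.0054, 0.011 and 0.015), and 0 were higher (6 and 0 when adjusted over the list alone). Leaving out 1 library raised the p of *gpx-2* to 0.056 and that of *gss-1* to 0.057 at the highest. The list had a median of -0.44 (camera adjusted p = 1.03e-08, and adjusted p = 0.0143 with an estimated correlation). *prdx-2* was lower by -0.74 (limma adjusted p = 0.034, and 0.13 at the highest without 1 library), the 1 member of the superoxide, peroxide and thioredoxin list past the test (1 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.000597, and adjusted p = 0.0307 with an estimated correlation). Of the 13 SKN-1 targets 3 were lower and 0 higher (10 and 0 when adjusted over the list alone), with a median of -0.87 (camera adjusted p = 3.39e-21, and adjusted p = 0.00239 with an estimated correlation). Among the 3 are *gst-30* and *ugt-11*, which the study picked from these libraries. By the replicate block 10 glutathione S-transferase genes were lower and *F56A4.3* and *gst-22* higher, and *E01A2.1* and *glrx-10* were lower beside *gsr-1*, *gpx-2* and *gss-1*, with *gpx-3* higher. It also called *F20D6.11* beside the 3 SKN-1 targets and *ctl-3* and *msra-1* beside *prdx-2* as lower. With the block and an estimated correlation together none of these lists passed (adjusted p = 0.263 for glutathione S-transferases, 0.157 for glutathione synthesis and recycling, 0.155 for superoxide, peroxide and thioredoxin enzymes and 0.0639 for SKN-1 targets). In replicates 2 and 3 alone, set apart after the data were seen, 1 glutathione S-transferase gene was lower and 1 higher.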

### skn-1(gf) and wdr-23(lf) can affect gene expression differentially

We compared the DEGs in each mutant (Fig. S5). 

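*gst-16*, *clec-143* and *mrp-7* were among the DEGs shared by the mutants. *gst-16* (chromosome II, 13623033 to 13624433) rose from 14.2 ± 6.27 FPKM in wild type to 380 ± 44.5 in *wdr-23(mac35lf)* and 266 ± 35.4 in *skn-1(mac53gf)* (SD, n = 6 libraries each), log2 fold changes of 4.74 and 4.22 (limma adjusted p = 1.1e-09 and 8.9e-09). The lectin gene *clec-143* rose by 4.51 and 3.58 (limma adjusted p = 8.3e-08 and 2.9e-06). *clec-82* and the lysozyme gene *lys-10* fell, by 4.35 and 3.65 in *wdr-23(mac35lf)* (limma adjusted p = 1.5e-06 and 1.2e-05) and by 2.93 and 3.36 in *skn-1(mac53gf)* (limma adjusted p = 0.00021 and 5.3e-05).
Without iodide 110 genes were higher in both mutants and 33 lower in both, where independent lists of these sizes share 1.31 and 0.22, and 92.4% of the genes higher in *skn-1(mac53gf)* were also higher in *wdr-23(mac35lf)*. With iodide the counts were 91 and 17 (0.97 and 0.07 for independent lists), and the share was 94.8%. Over both states they were 183 and 70 (4.17 and 2.04), and *F56A4.3* alone passed the test in opposite directions. The mutants were compared with the same wild-type libraries, which alone gives their fold changes a correlation. Across genes, which are not independent replicates, the log2 fold changes of the mutants over both states had a Pearson r of 0.781 against 0.503 in 20 simulations of unchanged groups, and a covariance of 0.245 against 0.066, a difference of 0.178. With separate controls, *wdr-23(mac35lf)* without iodide and *skn-1(mac53gf)* with iodide shared 89 higher and 16 lower genes (r = 0.635), and the reverse choice of states gave an r of 0.546. These controls are not independent, since wild-type libraries of the same replicate number deviated together with and without iodide (r of 0.572, 0.627 and 0.706). The simulations held no effect of the replicate number. A correlation through the controls may therefore remain. The 110 and 33 became 95 in all at the lowest, without replicate 3 of *skn-1(mac53gf)*, and 157 at the highest. The replicate block gave 633 genes shared without iodide and 1262 over both states.
Of the 183 genes higher in both, 163 were higher in *wdr-23(mac35lf)* than in *skn-1(mac53gf)* and 20 were lower, with a median of *skn-1(mac53gf)* against *wdr-23(mac35lf)* of -0.54. Past limma's test between the mutants, 20 of the 183 were lower in *skn-1(mac53gf)* and 1 was higher. Of the 70 lower in both, 60 lay lower in *wdr-23(mac35lf)* and 2 of those passed. The 70 and 60 became 154 and 107 without replicate 2 of wild type, and 49 and 43 without replicate 3 of wild type with iodide. With the replicate block 337 of 445 genes lay higher in *wdr-23(mac35lf)*, with 85 past the test as higher in *wdr-23(mac35lf)* and 2 as higher in *skn-1(mac53gf)*. The 20 became 12 without replicate 2 of *wdr-23(mac35lf)*, without its replicate 3 with iodide, or without replicate 2 of *skn-1(mac53gf)* with iodide.

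**Figure D2:**
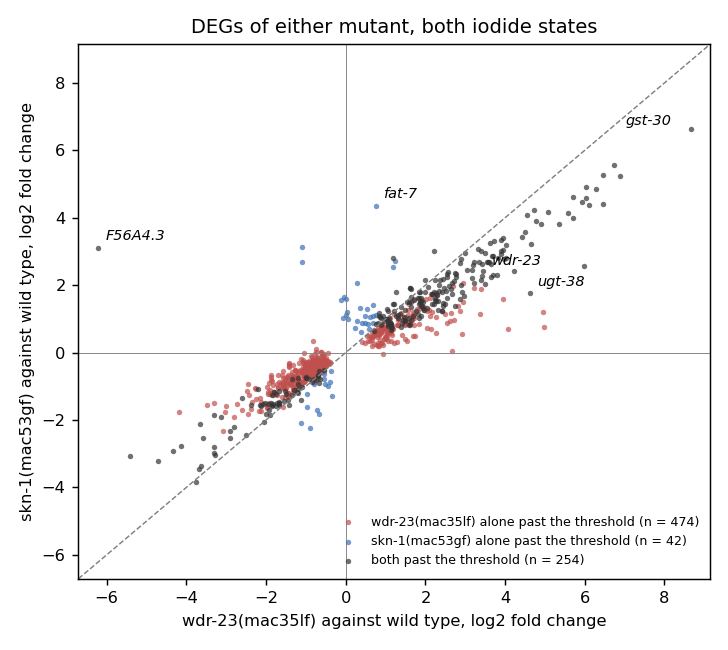
Log2 fold change against wild type over both iodide states in *wdr-23(mac35lf)* (horizontal) and *skn-1(mac53gf)* (vertical), 6 libraries per genotype. Each point is a gene past the threshold in both mutants (black, 254), in *wdr-23(mac35lf)* alone (red, 474) or in *skn-1(mac53gf)* alone (blue, 42), and the dashed line marks equal values. Most of the black points at the upper right, *gst-30* among them, lie below the dashed line, and *F56A4.3* lies at the upper left.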

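Of the 48 glutathione S-transferase genes measured, 27 rose and 2 fell in *wdr-23(mac35lf)* over both iodide states, and 25 rose and 0 fell in *skn-1(mac53gf)* (30 and 3, and 28 and 2, when adjusted over the list alone). *gst-25* (chromosome I, 1451137 to 1453070) rose from 0.93 ± 0.93 FPKM in wild type to 116 ± 21 in *wdr-23(mac35lf)* and 41.3 ± 2.12 in *skn-1(mac53gf)* (SD, n = 6 libraries each), log2 fold changes of 6.03 and 4.57 (limma adjusted p = 8.9e-11 and 5.1e-09). *gst-14* rose by 4.42 and 3.43 and *gst-12* by 5.08 and 4.18 on the log2 scale. The 2 that fell in *wdr-23(mac35lf)* were *F56A4.3* and *gsto-1* (-0.88). The list had medians of 1.09 and 1.33 (camera adjusted p = 9.95e-45 and 3.32e-31, and adjusted p = 0.0118 and 0.0251 with an estimated correlation). Both calls ended with the replicate block as well (adjusted p = 0.134 and 0.181). The block alone called 29 as higher and 6 as lower in *wdr-23(mac35lf)*, and 27 and 2 in *skn-1(mac53gf)*, the latter *gst-44* and *gst-9*.
Of the 64 UDP-glucuronosyltransferase genes, whose enzymes join sugars to foreign compounds, 12 rose and 4 fell in *wdr-23(mac35lf)*, and 11 rose and 2 fell in *skn-1(mac53gf)* (14 and 14, and 12 and 6, when adjusted over the list alone). *ugt-13* (chromosome V, 4908887 to 4911379) rose from 31.5 ± 6.69 FPKM to 346 ± 99.8 and 263 ± 65.5, log2 fold changes of 3.39 and 3.02 (limma adjusted p = 2.6e-08 and 3.2e-07), and *ugt-10* by 3.69 and 2.86 (limma adjusted p = 7.4e-07 and 2.7e-05). *ugt-53* fell by 1.86 and 1.60. Without 1 library, 11 to 13 of the list rose and 2 to 5 fell in *wdr-23(mac35lf)*, and 7 to 11 rose and 2 to 3 fell in *skn-1(mac53gf)*. The medians of this list were 0.04 in *wdr-23(mac35lf)* (0.20 after scaling; camera adjusted p = 0.00018, and adjusted p = 0.0848 with an estimated correlation) and -0.01 in *skn-1(mac53gf)*, where scaling turned it to 0.01 and its mean was 0.20 (camera adjusted p = 0.0346, and adjusted p = 0.465 with an estimated correlation). In *skn-1(mac53gf)* that call ended with the replicate block (adjusted p = 0.105), and without replicates 2 or 3 of wild type, replicate 3 of wild type with iodide or replicate 2 of *skn-1(mac53gf)* (adjusted p = 0.064, 0.171, 0.143 and 0.0601). Scaling left 1 UDP-glucuronosyltransferase gene lower in *wdr-23(mac35lf)*, and the replicate block called 20 as higher and 16 as lower there, and 14 and 7 in *skn-1(mac53gf)*.
Among the 183 genes higher in both mutants 24 were glutathione S-transferases, where 0.53 are drawn on average, and 11 were UDP-glucuronosyltransferases, where 0.71 are (one-sided Fisher's exact test, added after the data were seen, adjusted p = 1.76e-32 and 1.34e-09). They also held 6 genes of glutathione synthesis and recycling (0.19 drawn on average, Fisher's exact test, adjusted p = 2.06e-07), 4 superoxide, peroxide and thioredoxin enzymes (0.2, adjusted p = 0.000283) and 17 innate immune effectors (2.25, adjusted p = 1.44e-09). The 70 genes lower in both mutants also held 17 innate immune effectors (0.86 drawn on average, Fisher's exact test, adjusted p = 1.29e-16), 24.3% of them against 9.3% of the 183. *gst-4*, *gcs-1*, *gst-30*, *ugt-11*, *ugt-38* and *F56A4.3* are members that the study picked from these libraries, so for these the lists are not independent evidence. Members of both families are close copies that may share reads. The exact test takes genes as independent draws, so its p values may overstate the evidence where members move together.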

The list of shared genes indicates that *gst* and *ugt* genes are the most represented antioxidant gene categories among the up-regulated groups (Result S1). 

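*wdr-23* stood at 75.2 ± 20.1 FPKM in wild type, 768 ± 261 in *wdr-23(mac35lf)* and 622 ± 108 in *skn-1(mac53gf)* (SD, n = 6 libraries each over both iodide states). This is 10.2 and 8.27 times the wild-type mean, with log2 fold changes of 3.31 (standard error 0.26, adjusted p = 4.7e-07 from limma) and 3.07 (standard error 0.26, adjusted p = 2.9e-06). Every mutant library lay above every wild-type library. Between the mutants the log2 fold change was -0.24 (limma adjusted p = 0.77), and in replicates 2 and 3 alone, set apart after the data were seen, it passed (adjusted p = 0.034). *wdr-23* with iodide against without had 0.53 in wild type (95% interval -0.25 to 1.3, n = 3 libraries per group).
Of the 10 genes of the SKN-1 pathway, among them the ubiquitin ligase genes *cul-4* and *ddb-1* and the kinase genes *pmk-1*, *sek-1* and *gsk-3*, *wdr-23* was the 1 that rose in either mutant and 0 fell (1 and 0 when adjusted over the list alone). *skn-1* itself had 0.33 (limma adjusted p = 0.62) and 0.62 (limma adjusted p = 0.37). Its value in *wdr-23(mac35lf)* passed with library weights (0.56, adjusted p = 0.038) and in replicates 2 and 3 alone (adjusted p = 0.013). *cul-4* was lower in *wdr-23(mac35lf)* with the replicate block (-0.39, adjusted p = 0.048, and 0.32 without it). The list's median was -0.12 in *wdr-23(mac35lf)*, with a mean of 0.22 (camera adjusted p = 0.447), and 0.17 in *skn-1(mac53gf)* (camera adjusted p = 0.0669). The latter was 0.0334 after scaling, 0.0401 with quantile normalization, 0.0422 without replicate 3 of wild type and 0.0468 without replicate 1 of wild type with iodide.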

Interestingly, *wdr-23* is significantly up-regulated in each mutant, suggesting an autoregulation of *wdr-23* expression by the SKN-1/WDR-23 pathway (Result S1).

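Of the 43 genes of alcohol, aldehyde and short-chain dehydrogenases, enzymes of which some act on foreign compounds, 5 rose and 3 fell in *wdr-23(mac35lf)* over both iodide states, and 3 rose and 0 fell in *skn-1(mac53gf)* (6 and 8, and 5 and 6, when adjusted over the list alone). *dhs-12* (chromosome IV, 10145251 to 10146156) rose from 50.5 ± 15.1 FPKM in wild type to 338 ± 149 in *wdr-23(mac35lf)* and 210 ± 21.3 in *skn-1(mac53gf)* (SD, n = 6 libraries each), log2 fold changes of 2.67 and 2.08 (limma adjusted p = 5e-06 and 0.00014). *dhs-8* rose by 3.35 and 2.69 (limma adjusted p = 0.00012 and 0.0018). *sodh-1*, the neighbor of *sodh-2*, had -1.99 in *wdr-23(mac35lf)* (limma adjusted p = 0.0084) and -1.60 in *skn-1(mac53gf)* (limma adjusted p = 0.059, and 4.2e-05 with the replicate block). The list's median was -0.16 in *wdr-23(mac35lf)*, 0.03 after scaling (camera adjusted p = 0.56), and -0.17 in *skn-1(mac53gf)* (camera adjusted p = 0.566). By the replicate block 7 were higher and 12 lower in *wdr-23(mac35lf)*, and 6 and 7 in *skn-1(mac53gf)*.
Of the 22 ABC drug transporter genes, whose proteins pump compounds and their conjugates out of cells, 4 rose and 0 fell in *wdr-23(mac35lf)*, and 5 rose and 0 fell in *skn-1(mac53gf)* (5 and 1, and 7 and 0, when adjusted over the list alone). *mrp-7* rose by 2.55 and 2.33 (limma adjusted p = 0.0019 and 0.0068), *mrp-1* by 1.55 and 1.5 (limma adjusted p = 0.0098 and 0.021), *pgp-4* by 1.62 and 1.92 (limma adjusted p = 0.014 and 0.0066) and *pgp-3* by 1.00 and 1.00, and *pgp-15* by 1.1 in *skn-1(mac53gf)*. Without 1 library, between 2 and 7 of them rose in *skn-1(mac53gf)*. The list's medians were 0.00 and 0.52 (camera adjusted p = 0.00368 and 7.08e-06, and adjusted p = 0.689 and 0.489 with an estimated correlation). The replicate block called 5 as higher and 2 as lower in *wdr-23(mac35lf)* (*pgp-11* and *pgp-1*), and 9 and 1 in *skn-1(mac53gf)* (*pgp-11*).
Of the 69 cytochrome P450 genes, 1 rose and 7 fell in *wdr-23(mac35lf)*, and 0 passed the test in *skn-1(mac53gf)* (1 and 15, and 0 and 0, when adjusted over the list alone). The gene that rose was *cyp-34A1*, by 1.71 (limma adjusted p = 0.0016), and those that fell were *cyp-34A5* (-0.83), *cyp-13A2* (-1.02), *cyp-13A1* (-0.92), *cyp-34A8* (-0.71), *cyp-13A7* (-0.82), *cyp-35A5* (-1.13) and *cyp-34A10* (-0.80). Libraries scaled by the median of ratios gave 1 higher and 3 lower. The list's median in *wdr-23(mac35lf)* was -0.41, and -0.21 after scaling (camera adjusted p = 0.0115, and adjusted p = 0.331 with an estimated correlation). That p was 0.0541 without replicate 1 of wild type and 0.0578 without replicate 2 of *wdr-23(mac35lf)* with iodide, and 2 to 8 members were lower without 1 library. In *skn-1(mac53gf)* the median was -0.15 (camera adjusted p = 0.166, and 0.0447 without replicate 1 of *skn-1(mac53gf)*). The block called 1 as higher and 22 as lower in *wdr-23(mac35lf)*, and 1 and 6 in *skn-1(mac53gf)*, where the higher gene was *cyp-34A1* (1.14, adjusted p = 0.0015, and 0.056 without the block). Among the DEGs of *wdr-23(mac35lf)* 8 were cytochrome P450 genes where 3.03 are drawn on average (one-sided Fisher's exact test, added after the data were seen, adjusted p = 0.0558). By the same exact test 8 were dehydrogenases (1.89 drawn on average, adjusted p = 0.00294) and 4 ABC drug transporters (0.97, adjusted p = 0.0712). Among the DEGs of *skn-1(mac53gf)* 3 were dehydrogenases (0.77, adjusted p = 0.178) and 5 ABC drug transporters (0.39, adjusted p = 0.000268).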

Compared to wild type, the top four KEGG pathways affected by *skn-1(mac53gf)* and *wdr-23(mac35lf)* include glutathione metabolism, cytochrome P450-related drug and xenobiotics metabolisms, and chemical carcinogenesis (Figure 5A). 

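*gst-4*, *gcs-1*, *sodh-2* and *ugt-11* rose in both mutants over both iodide states, and every mutant library lay above every wild-type library. *gst-4* (chromosome IV, 10142240 to 10143007) stood at 99.6 ± 74.4 FPKM in wild type, 5510 ± 2310 in *wdr-23(mac35lf)* and 2420 ± 443 in *skn-1(mac53gf)* (SD, n = 6 libraries each). The means are 55.3 and 24.3 times that of wild type, and the log2 fold changes were 6.02 (standard error 0.43, adjusted p = 1.7e-07 from limma) and 4.91 (adjusted p = 4.1e-06). *gcs-1* (chromosome II, 9035931 to 9038300) stood at 52.5 ± 14.5, 485 ± 133 and 313 ± 45.2 FPKM, with log2 fold changes of 3.19 and 2.60 (limma adjusted p = 2.7e-07 and 6.7e-06). *sodh-2* (chromosome V, 11889719 to 11891186) stood at 4.73 ± 1.68, 83.7 ± 25.9 and 45.5 ± 14.3 FPKM, with 3.89 and 3.01 (limma adjusted p = 5.5e-08 and 2.7e-06). *ugt-11* (chromosome V, 4892628 to 4894948), a UDP-glucuronosyltransferase gene, stood at 4.97 ± 1.28, 43.4 ± 8.42 and 19.4 ± 2.03 FPKM, with 2.91 and 1.80 (limma adjusted p = 2.4e-08 and 1e-05).
Between the mutants *ugt-11* was lower in *skn-1(mac53gf)*, by a log2 fold change of -1.11 (limma adjusted p = 0.007, and 0.034 at the highest without 1 library). The values of *gst-4* (-1.11, limma adjusted p = 0.58), *gcs-1* (-0.59, adjusted p = 0.6) and *sodh-2* (-0.88, adjusted p = 0.32) did not pass, although for *sodh-2* the replicate block gave an adjusted p of 0.0076. *tba-1*, a tubulin gene that served as the reference in the qRT-PCR, had -0.40 in *wdr-23(mac35lf)* (limma adjusted p = 0.068, and 0.015 with the replicate block), -0.20 after scaling, and -0.21 in *skn-1(mac53gf)* (limma adjusted p = 0.48).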

We selected seven genes with the highest differential expression in these four comparisons to verify their expression by qRT-PCR. The increased expression of the first six genes (*gst-4*, *gcs-1*, *sodh-2*, *ugt-11*, *gst-30* and *ugt-38*) is verified in both *skn-1(mac53gf)* and *wdr-23(mac35lf)* mutants (Figure 5B). Compared to *wdr-23(mac35lf)*, the expression of *sodh-2*, *ugt-11*, *gst-30* and *ugt-38* is less increased in *skn-1(mac53gf)* mutants (Figure 5B).

**Figure 5:**
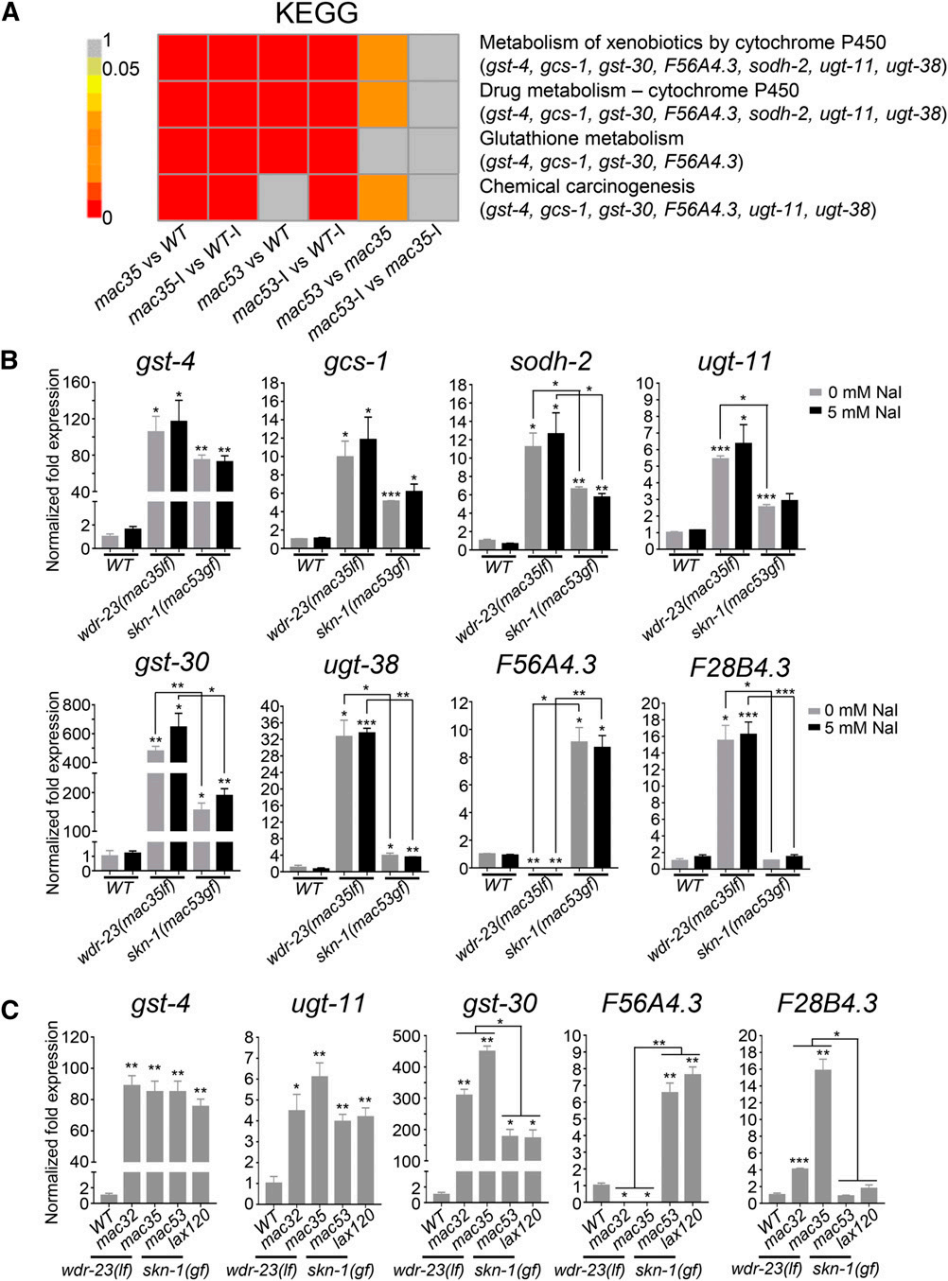
qRT-PCR verification of altered gene expression. (A) Top four pathways and seven candidate genes that are altered in both *wdr-23(lf)* and *skn-1(gf)* mutants based on KEGG analysis. Among the candidate genes, *gst-30,F56A4.3* and *ugt-38* are also differentially expressed between *skn-1(mac53gf)* and *wdr-23(mac35lf)* based on RNA-Seq. (B) qRT-PCR examination of the eight *skn-1/wdr-23* target genes in different genotypes treated with or without excess iodide. (C) qRT-PCR examination of the expression of five *skn-1/wdr-23* target genes in independent mutants of *skn-1* or *wdr-23*. Results are from three biological replicates. Reference gene: *tba-1*. Comparisons were made with wild type or between genotypes. Error bars: Mean ± SE. Statistics: two-tailed unpaired Student’s *t*-test. *: *P* < 0.05; **: *P* < 0.01; ***: *P* < 0.001.

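*gst-30* (chromosome II, 4933937 to 4935016), a glutathione S-transferase gene, stood at 4.95 ± 2.52 FPKM in wild type, 2410 ± 1080 in *wdr-23(mac35lf)* and 570 ± 161 in *skn-1(mac53gf)* (SD, n = 6 libraries each over both iodide states). The means are 487 and 115 times that of wild type, the log2 fold changes 8.65 (standard error 0.30, adjusted p = 8.9e-11 from limma) and 6.63 (limma adjusted p = 5.1e-09). Between the mutants *gst-30* was lower in *skn-1(mac53gf)*, by a log2 fold change of -2.02 (limma adjusted p = 0.006, and 0.02 at the highest without 1 library). *ugt-38* (chromosome V, 7145656 to 7147470), a UDP-glucuronosyltransferase gene, stood at 0.0444 ± 0.056, 25.1 ± 5.82 and 2.67 ± 1.11 FPKM, from 9 reads in wild type and 4867 in *wdr-23(mac35lf)*, so that its mean in *wdr-23(mac35lf)* was 9.4 times that in *skn-1(mac53gf)*. Its log2 fold change was 4.61 in *wdr-23(mac35lf)* (limma adjusted p = 2.9e-09), 1.75 in *skn-1(mac53gf)* (limma adjusted p = 0.00021) and -2.86 between them (standard error 0.22, limma adjusted p = 6.4e-06).
*F56A4.3* (chromosome V, 2453427 to 2456084) ran in opposite directions, at 117 ± 73.2 FPKM in wild type, 0.353 ± 0.2 in *wdr-23(mac35lf)* and 1190 ± 851 in *skn-1(mac53gf)*, from 4652, 14 and 45275 reads. Its log2 fold change was -6.21 in *wdr-23(mac35lf)* (standard error 0.57, limma adjusted p = 3.6e-06), 3.12 in *skn-1(mac53gf)* (limma adjusted p = 0.0068) and 9.33 between them (limma adjusted p = 1e-06). It lies in a stretch of repeated genes, where *irld-35*, 92 bases away, and the pseudogene *srbc-15*, 105304 bases away, were also higher in *skn-1(mac53gf)* than in *wdr-23(mac35lf)* by log2 fold changes of 1.11 and 3.79. How its reads were shared with its copies is not known, so its level is uncertain. In replicates 2 and 3 alone, set apart after the data were seen, *gst-30* did not pass between the mutants (limma adjusted p = 0.092). Within either iodide state, with all replicates, *gst-30* did not pass between the mutants either.

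**Figure D3:**
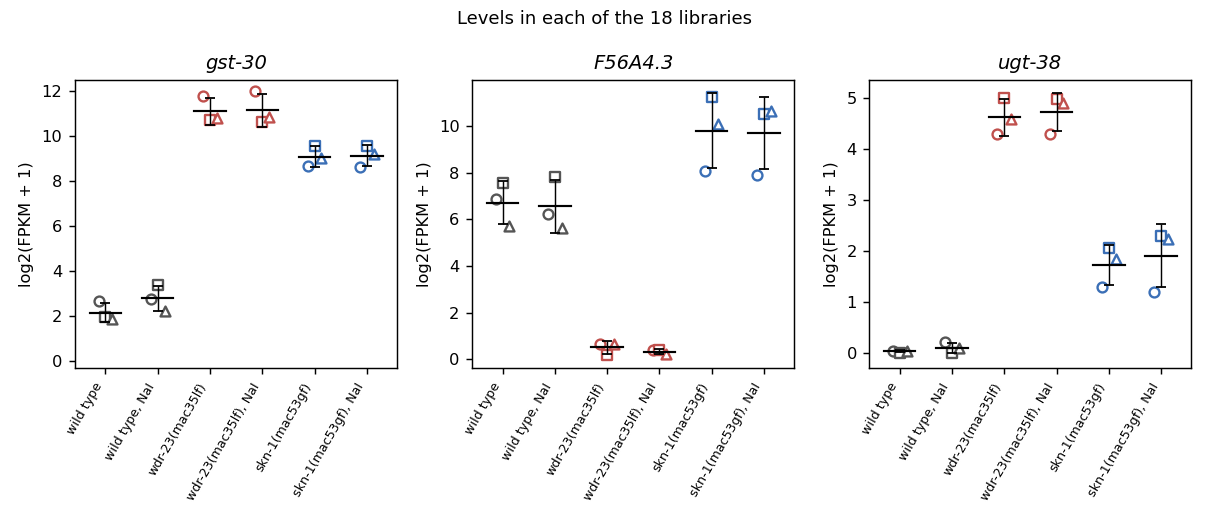
log2(FPKM + 1) of *gst-30*, *F56A4.3* and *ugt-38* in each of the 18 libraries, by genotype and iodide (circle, square and triangle, replicates 1, 2 and 3; bar, mean; error bar, SD, n = 3 libraries). *F56A4.3* lies near 0 in the 6 libraries of *wdr-23(mac35lf)* and highest in those of *skn-1(mac53gf)*, and *ugt-38* lies near 0 in wild type.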

The seventh gene, *F56A4.3*, exhibits a completely different expression: its expression is significantly increased in *skn-1(mac53gf)* mutants but essentially abolished in *wdr-23(mac35lf)* mutants (Figure 5B). *F56A4.3* encodes a glutathione S-transferase with unknown function (www.wormbase.org).

We examined whether the expression of other genes is also differentially affected by *skn-1(gf)* and *wdr-23(lf)*. An examination of DEGs between *skn-1(gf)* and *wdr-23(lf)* mutants (Result S2) identified *F28B4.3*: qRT-PCR indicates that its expression is significantly increased in *wdr-23(mac35lf)* but remains unaltered in *skn-1(mac53gf)* mutants (Figure 5B).

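*F28B4.3* (chromosome X, 3227551 to 3235406) stood at 26.5 ± 21.1 FPKM in wild type, 63.1 ± 51.9 in *wdr-23(mac35lf)* and 5.65 ± 2.34 in *skn-1(mac53gf)* (SD, n = 6 libraries each over both iodide states), from 22501, 51680 and 4603 reads. Its log2 fold change was 0.97 in *wdr-23(mac35lf)* (standard error 0.92, adjusted p = 0.68 from limma), -1.48 in *skn-1(mac53gf)* (limma adjusted p = 0.54) and -2.45 between them (limma adjusted p = 0.57), so none passed. The spread followed the replicates, since in wild type and *wdr-23(mac35lf)* replicate 1 held 2.01 to 4.6 FPKM and replicates 2 and 3 held 22.7 to 136 FPKM, while the 6 libraries of *skn-1(mac53gf)* held 3.87 to 9.2 FPKM. With the replicate block the difference between the mutants passed (adjusted p = 0.022), and over the other settings its limma adjusted p ran from 0.00094 to 0.73. In replicates 2 and 3 alone, set apart after the data were seen, it was higher than wild type in *wdr-23(mac35lf)* (limma adjusted p = 0.044) and lower in *skn-1(mac53gf)* (adjusted p = 0.0046). These libraries held 22.7 to 52 FPKM in wild type and 4.24 to 9.2 FPKM in *skn-1(mac53gf)*, where the paper's qRT-PCR finds it unaltered. Between the mutants the adjusted p was 0.0025.
The paper selected *F28B4.3* from the DEGs between the mutants and measured it, with *F56A4.3* and the gst and ugt genes, by qRT-PCR in these mutants (Fig. 5B), and a subset of these genes in another allele of each gene (Fig. 5C). As the alleles of a gene had similar patterns, the paper proposes that *skn-1(gf)* and *wdr-23(lf)* mutations can act on a subset of genes by another mechanism than the one behind their shared gst and ugt targets.

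**Figure D4:**
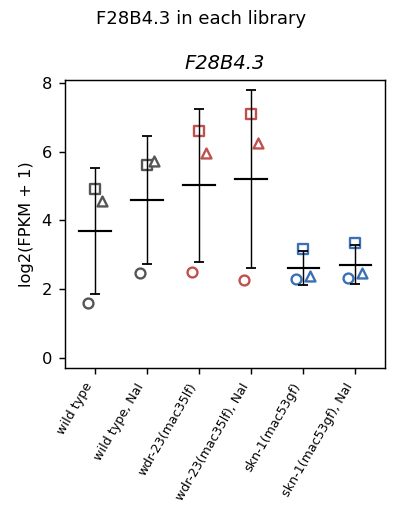
log2(FPKM + 1) of *F28B4.3* in each of the 18 libraries, by genotype and iodide (circle, square and triangle, replicates 1, 2 and 3; bar, mean; error bar, SD, n = 3 libraries). The circles of replicate 1 lie lowest in wild type and *wdr-23(mac35lf)*, and the 6 libraries of *skn-1(mac53gf)* lie close together.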

To determine whether the differential effects on gene expression by *skn-1(mac53gf)* and *wdr-23(mac35lf)* are allele-specific, we examined the expression of a subset of these genes in *skn-1(lax120gf)* and *wdr-23(mac32lf)* mutants (Figure 5C). The expression of these genes exhibits similar patterns in the two independent mutants of *skn-1* or *wdr-23* (Figure 5C), suggesting that *skn-1(gf)* and *wdr-23(lf)* can affect the expression of a subset of genes, *e.g.*, *F56A4.3* and *F28B4.3*, by a mechanism different from the one used by their shared *gst* and *ugt* target genes.

## Discussion

In this study, we isolated multiple mutations affecting *C. elegans skn-1*, *wdr-23* and the *bli-3/tsp-15/doxa-1* complex by screening for surviving mutants in excess iodide. We suggest that WDR-23 and SKN-1 interact with the BLI-3/TSP-15/DOXA-1 complex to regulate animal’s response to oxidative stress. We also suggest that WDR-23 loss of function can affect BLI-3 activity and some gene expression independent of SKN-1 activation.

### SKN-1/WDR-23 and BLI-3/TSP-15/DOXA-1 affect C. elegans survival in excess iodide by a conserved mechanism

SKN-1 and BLI-3 are involved in *C. elegans* response to pathogens (Hoeven *et al.* 2011; Tang and Pang 2016), oxidative stress (Ewald *et al.* 2017), manganese toxicity (Benedetto *et al.* 2010) and ROS-related lifespan extension (Sasakura *et al.* 2017). The BLI-3/TSP-15/DOXA-1 complex is also required for the formation of *C. elegans* cuticles by generating H_2_O_2_, which is utilized by the BLI-3 peroxidase domain (Edens *et al.* 2001) and the peroxidase MLT-7 for crosslinking cuticle proteins (Thein *et al.* 2009). The concurrent involvement of SKN-1 and BLI-3 in multiple cellular processes suggests functional crosstalk between these two molecules and/or the pathways. It is unclear whether and how the oxidase and peroxidase activities of BLI-3, the activation of SKN-1, and the ROS production are coordinated *in vivo*.

Our screening for recessive and dominant mutations that can promote animal survival in excess iodide identified lf mutations in the *bli-3/tsp-15/doxa-1* complex and *wdr-23* and gf mutations in *skn-1*. It is plausible that the reduced ROS generation in *bli-3/tsp-15/doxa-1* lf mutants and the activation of antioxidant gene expression in *wdr-23(lf)* or *skn-1(gf)* mutants would attenuate the oxidative stress caused by excess iodide, a strong inducer of ROS in *C. elegans* and mammals (Many *et al.* 1992; Golstein and Dumont 1996; Corvilain *et al.* 2000; Vitale *et al.* 2000; Yao *et al.* 2012; Serrano-Nascimento *et al.* 2014; Xu *et al.* 2014). Consistent with this hypothesis, we found that the antioxidants ascorbic acid (vitamin C) and N-acetylcysteine (NAC) can antagonize the toxic effect of excess iodide (Table S6).

Recent studies found that excess iodide could increase Nrf2 expression in rat thyroid (Wang *et al.* 2017) and activate the Nrf2 pathway in human skin cells (Ben-Yehuda Greenwald *et al.* 2017). Therefore, it is a conserved mechanism that the BLI-3/TSP-15/DOXA-1 dual oxidase complex and the Nrf2/SKN-1 pathway are both involved in the response to oxidative stress induced by excess iodide.

### SKN-1/WDR-23 and BLI-3/TSP-15/DOXA-1 likely function in the hypodermis to affect C. elegans survival in excess iodide

In *C. elegans*, *skn-1* and *wdr-23* are expressed in intestine, hypodermis and other tissues (An and Blackwell 2003; Hasegawa *et al.* 2008; Choe *et al.* 2009; Hasegawa and Miwa 2010; Paek *et al.* 2012; Wu *et al.* 2016) and the anti-stress functions of SKN-1C have been primarily associated with its intestinal expression (Blackwell *et al.* 2015). *bli-3* is also expressed in intestine and hypodermis (Edens *et al.* 2001; Van Der Hoeven *et al.* 2015), while *tsp-15* appears to be expressed primarily in hypodermis (Moribe *et al.* 2004). We could phenocopy the survival-promoting effect of *skn-1c(gf)* mutation or rescue that of *tsp-15(lf)* mutation by hypodermis-specific expression of *skn-1c(gf)* or *tsp-15(wt)* transgenes, respectively (Tables 2 and S3), suggesting that SKN-1/WDR-23 and BLI-3/TSP-15/DOXA-1 function in the hypodermis to affect the oxidative stress effect of excess iodide.

How *C. elegans* takes in iodide is unknown. In mammals, iodide uptake is mediated by Na(+)/I(-) symporter (NIS), an integral plasma membrane glycoprotein expressed in multiple tissues including thyroid, the lacrimal sac and nasolacrimal duct, salivary glands, choroid plexus, stomach, intestine, lactating breast, kidney, placenta and ovary (Ravera *et al.* 2017). We previously found that RNAi targeting two *C. elegans* genes similar to *NIS* did not apparently affect animal survival in excess iodide (Xu *et al.* 2014). It is possible that iodide is absorbed by the intestine and then transported to the hypodermis in *C. elegans*. Alternatively, iodide might gain access to the hypodermis directly via microscopic openings on the cuticle. The detailed mechanism remains to be understood.

### SKN-1C is the primary SKN-1 isoform responsible for promoting animal survival in excess iodide

The SKN-1C isoform normally resides in the cytoplasm and enters the nucleus in response to stress signals (An and Blackwell 2003; Blackwell *et al.* 2015). The SKN-1A isoform might be associated with mitochondria (Paek *et al.* 2012) to mediate starvation response. It is also associated with ER (Lehrbach and Ruvkun 2016) to respond to proteasome dysfunction signals. The *skn-1* gf mutations we identified affect both A and C isoforms (Fig. S1). Our transgene experiments suggest that SKN-1C is the major isoform that promotes animal survival, while SKN-1A might play a minor role. Hypodermic overexpression of SKN-1C(gf) might be highly toxic, which explains why we failed to obtain any stable transgenic lines using the *skn-1c* promoter or the hypodermis-specific *dpy-7* promoter and suggests that a highly regulated SKN-1C activity in hypodermis is essential for development and survival.

In WormBase (www.wormbase.org), five WDR-23 isoforms are annotated. The mutations we isolated affect all *wdr-23* isoforms (Figure 1D and Fig. S6). Previous studies found that the WDR-23A isoform is associated with outer mitochondrial membranes, while the WDR-23B isoform is localized exclusively in the nucleus (Staab *et al.* 2013; Staab *et al.* 2014). We found that *wdr-23a* and *wdr-23b* transgenes can strongly rescue the phenotype of *wdr-23(lf)* mutants with a similar efficiency (Table S3), which is consistent with the previous finding that a functional difference of the two WDR-23 isoforms was not detected in transgenic experiments (Staab *et al.* 2013).

### The peroxidase domain and oxidase domain of BLI-3 are functionally divergent

BLI-3 is the only functional dual oxidase in *C. elegans* that contains an N-terminal peroxidase domain and a C-terminal oxidase domain (Edens *et al.* 2001; Donko *et al.* 2005; Bedard *et al.* 2007). It is also the only NADPH oxidase in *C. elegans* (Bedard *et al.* 2007). Studies of missense mutations affecting the peroxidase domain or the oxidase domain of BLI-3 found that peroxidase mutations do not or only weakly affect infection-induced H_2_O_2_ production, while an oxidase mutation (Moribe *et al.* 2012) has an apparently stronger effect (Chavez *et al.* 2009; Van Der Hoeven *et al.* 2015). The oxidase domain mutation could also reduce the lifespan and make *C. elegans* more susceptible to pathogens, while the peroxidase mutations do not or only weakly do so (Chavez *et al.* 2009; Van Der Hoeven *et al.* 2015).

In our study, BLI-3 peroxidase domain mutations impair the cuticle integrity more severely than oxidase mutations do (Figure 3A), suggesting a functional difference of these two domains that is consistent with previous findings (Chavez *et al.* 2009; Van Der Hoeven *et al.* 2015). We previously found that ROS overproduction caused by excess iodide in *C. elegans* can be partially suppressed by both the *bli-3(e767lf)* (peroxidase) and *bli-3(mac40lf)* (oxidase) mutations (Xu *et al.* 2014), suggesting that BLI-3 peroxidase domain mutations also impact the oxidase domain. Therefore, the peroxidase domain [that consumes ROS to crosslink tyrosyl residues of collagens] and the oxidase domain [that generates ROS] likely interact and also function differentially to affect cuticle formation, ROS generation and the response to oxidative stress or pathogens.

### WDR-23 might carry out a function independent of SKN-1 activation

*wdr-23(lf)* and *skn-1(gf)* interact with *bli-3(lf)* differentially. First, only *bli-3(mac40lf)*; *skn-1(gf)* double mutants could survive in 50 mM NaI, while other double mutants, including all *bli-3(lf) wdr-23(lf)* and *bli-3(e767lf)*; *skn-1(gf)* mutants, could not (Table 4). Second, *wdr-23(lf)* mutations could strongly suppress the cuticle defects of only *bli-3(mac40lf)* mutants but not that of *bli-3(e767lf)* mutants, while *skn-1(gf)* mutations do not suppress the cuticle defects of either *bli-3(lf)* mutants (Figure 3). These findings imply that WDR-23 might suppress BLI-3 activity. Since WDR-23 inhibits SKN-1 activation by promoting proteasome-mediated SKN-1 degradation (Choe *et al.* 2009), it is plausible that WDR-23 might inhibit BLI-3 or a protein required for BLI-3 activity by a similar mechanism. Future studies are warranted to test this hypothesis.

Our transcriptome analyses suggest that excess iodide does not apparently alter gene expression in wild-type or mutant *C. elegans* (Figure 4). The survival-promoting effect of *skn-1(gf)* and *wdr-23(lf)* mutations likely involve the activation of antioxidant gene expression (Fig. S2, S3, S4 and Result S1), similar to what previous studies have found (Blackwell *et al.* 2015). However, *skn-1(gf)* and *wdr-23(lf)* can differentially affect the expression of a subset of genes. For example, *wdr-23(lf)* causes higher expression of four genes that are up-regulated in both *wdr-23(lf)* and *skn-1(gf)* mutants (Figure 5B and 5C, *sodh-2*, *ugt-11*, *gst-30*, *ugt-38*). The expression of *F56A4.3* is abolished in *wdr-23(lf)* mutants but significantly increased in *skn-1(gf)* mutants (Figure 5B and 5C), while the expression of *F28B4.3* is significantly increased in *wdr-23(lf)* mutants but unaltered in *skn-1(gf)* mutants (Figure 5B and 5C). These differences are not allele-specific for *wdr-23* or *skn-1*, suggesting a potentially novel mechanism underlying these effects of WDR-23 loss of function and SKN-1 gain of function. The biological significance of this differentiation remains unclear.

We generated a working model to describe the known and potential interactions among SKN-1, WDR-23 and BLI-3 (Figure 6). In this model, the H_2_O_2_ generated by BLI-3 for crosslinking cuticle collagens also contributes to the oxidative stress caused by xenobiotic stressors such as iodide. Besides its canonical role as a SKN-1 negative regulator, WDR-23 might also suppress BLI-3 activity, a possibility supported by the genetic interaction between *wdr-23(lf)* and *bli-3(lf)* (Figure 3 and Table 4).

**Figure 6:**
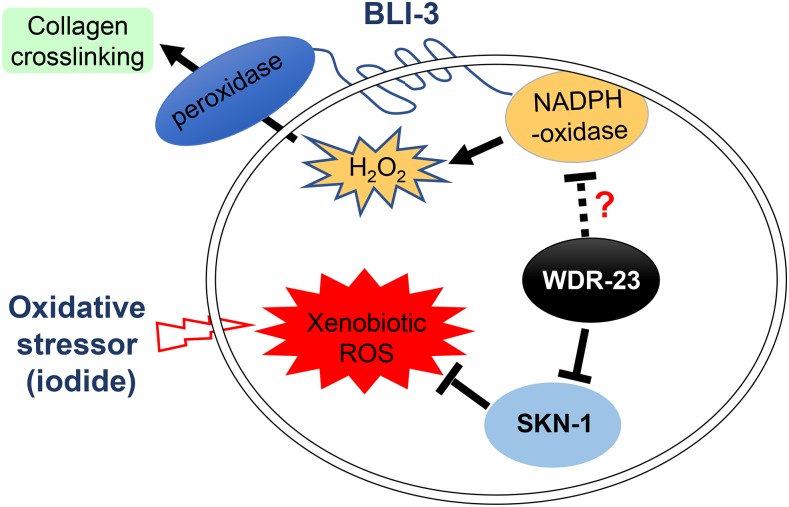
A working model describing the known and potential interactions among SKN-1, WDR-23 and BLI-3. In this model, BLI-3 contributes to oxidative stress by generating H_2_O_2_ used for crosslinking cuticle collagens. Besides inhibiting the activation of SKN-1, WDR-23 might also suppress BLI-3 by an unknown mechanism.

In summary, we found that the oxidative stress triggered by excess iodide can be suppressed by defects in the BLI-3/TSP-15/DOXA-1 complex or the activation of SKN-1 either by *skn-1(gf)* or *wdr-23(lf)* mutations. We provide further genetic and molecular evidence supporting the consensus that WDR-23 can function as a negative regulator of SKN-1 in activating antioxidant gene expression and also suggest that WDR-23 could interact with BLI-3 and affect some gene expression by a mechanism(s) different from the prior one. Our findings should facilitate the understanding of animal’s response to oxidative stress. Future studies are warranted for elucidating the underlying molecular mechanism.

How the deposited data were processed for this re-analysis (not part of the article)

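RNA-Seq was made from L1 larvae of wild type, *wdr-23(mac35lf)* and *skn-1(mac53gf)*, kept for 8 hr on plates with 5 mM NaI or without it, with 3 libraries in each of the 6 groups. The authors deposited FPKM per gene and library for 27583 genes, with each gene's position and neither its length nor its reads. The submitters' processing notes name Bowtie2, TopHat2 2.0.12 and WBcel235. The counting tool and its version, the annotation and the use of strand are not given in the sources used here. In the values of 27582 genes whole reads could be recovered (within 0.01 of a read). The steps between values gave the totals of 17950203 to 21933712 reads per library, and each gene's length was taken as the smallest that makes its values whole, so the reads given for a gene are the fewest that fit. Of the recovered lengths of genes with at least 100 reads 90% were multiples of 3, as coding lengths are, and 19.7% of all recovered lengths equalled the gene's span. The files call every gene protein-coding, so the kind of gene was taken from the RefSeq table, which matched 27218 of the genes (18963 protein-coding and 2442 piRNA genes). FPKM divides by a library's total, so a few abundant genes can move the values of all others, and values of short genes rest on few reads.

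Each library's condition and replicate number came from the labels and the paper. log2(FPKM + 1) was tested with limma 3.58.1 in R 4.3.3, in a model of 6 group means with moderated variances that follow the mean level, over the 16563 genes above 1 FPKM in at least 3 of the 18 libraries. The Benjamini-Hochberg adjustment was made over the genes tested in each of the 15 comparisons, and DEGs are genes at an adjusted p under 0.05. Comparisons were iodide against no iodide in each genotype and over all 3, each mutant against wild type and against the other in each iodide state and over both, and the difference of the iodide response between each mutant and wild type. The table work and figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The label checks that a knockout would give do not apply, since both alleles are missense.

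Genes named are those the paper names, the 10 that rose most and the 10 that fell most in each mutant over both states and the 8 highest and 8 lowest between the mutants (past the threshold, with no overlap of the libraries), the 5 with the smallest p in each direction for iodide, and up to 4 members of each list with the smallest p. The direction of the genes in Fig. 5 had been seen. Genes of a count of 5 or fewer outside this rule, and *srbc-15*, *irld-35* and the genes near *F56A4.3*, were chosen after their values were seen. There were 28 lists, namely glutathione S-transferases, UDP-glucuronosyltransferases, cytochrome P450s, glutathione synthesis and recycling, SKN-1 targets from earlier work, superoxide, peroxide and thioredoxin enzymes, dehydrogenases, ABC drug transporters, innate immune effectors, proteasome subunits, cytosolic heat shock proteins, the ER and mitochondrial unfolded protein responses, metal response, osmotic response, the BLI-3 dual oxidase and cuticle peroxidases, SKN-1 pathway regulators, cuticle collagens, the moulting cycle, fatty acid desaturases and lipases, vitellogenins, ribosomal proteins, and genes of sperm, oocyte and embryo, body wall muscle, pharynx, intestine and neurons. The 27 with at least 5 members above the filter were tested in 13 comparisons with limma's camera at a preset correlation of 0.01, with the adjustment over all 351 tests, of which 102 passed, 34 with an estimated correlation and 43 by limma's fry. Fisher's exact test of list members among the DEGs was added after the data were seen, and it takes no account of correlation between genes.

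The replicate numbers pair the libraries by the rule set for this. The deviations of libraries from their group means, correlated across genes, had r between 0.224 and 0.829 in all 45 pairs of libraries with the same number (median 0.52) and between -0.645 and 0.227 in the 90 other pairs (median -0.293), and all 18 libraries had their highest r with a library of their own number. The paper does not state that a number marks a shared day or batch. Neither the model of group means nor the replicate block holds a term for a genotype within a replicate number. Both therefore take its libraries with and without iodide as independent.

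Alternatives were a pseudocount of 0.1, no filter, scaling by the median of ratios, quantile normalization, a model of the compared groups alone, the replicate block, library weights, a log2 fold change of at least 1, an adjusted p under 0.01 and each library left out in turn. Added after the data were seen were limma voom on the whole reads with and without the replicate block, protein-coding genes alone, replicates 2 and 3 alone, and for the shares of genotype and iodide a permutation within the replicate numbers. The model was tested on simulated values of the 16563 genes with the replicate effects found, held the same in every genotype. Changed genes were drawn from those with a mean log2(FPKM + 1) above 2. For *wdr-23(mac35lf)* against wild type over both states it recovered 48 of 100 genes changed by 1 on the log2 scale and 87 of 100 changed by 2 with 0 false calls, and with the replicate block 79 and 99 with 4 false calls. For that comparison without iodide it recovered 15 and 56 with 0 false calls, and with the block 61 and 92 with 12. The simulated values held no deviation shared by libraries of a genotype and replicate number, as the data do. The false calls in them therefore do not measure those in the data. qRT-PCR, survival and cuticle data were not analysed here.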

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

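The tests of scaling and of the stretch around *F56A4.3*, and the choice of *H28G03.5* to *srt-23* by size, were made after the results were seen. The other tests of explanations and the splits of the libraries were set earlier.

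These genes outside those the paper discusses differed between the mutants over both iodide states past limma's test (log2 fold change of *skn-1(mac53gf)* against *wdr-23(mac35lf)*, mean FPKM in wild type, *wdr-23(mac35lf)* and *skn-1(mac53gf)*, n = 6 libraries each). The pseudogene *H28G03.5* had 4.24 (adjusted p = 0.00021; 11.5, 4.91 and 112 FPKM). *fat-7*, a stearoyl-CoA desaturase gene, had 3.59 (adjusted p = 0.023, and 0.08 at the highest without 1 library; 12.9, 24.9 and 235 FPKM). *cpr-4* had 2.41 (adjusted p = 0.025, and 0.096 without 1 library), at 143 FPKM in *skn-1(mac53gf)*. The piRNA gene *21ur-14629* had 2.28 (adjusted p = 0.014) from 3, 0 and 11 reads, and by voom it did not pass (0.056). The pseudogene *Y57E12AL.3* had 1.70 (adjusted p = 0.007; 25.3, 23.2 and 82.5 FPKM). *F28H6.8* had -4.23 (adjusted p = 3.4e-06; 1.55, 79.7 and 3.42 FPKM). *Y73F8A.36* had -3.75 (adjusted p = 0.00018; 0.0935, 40.5 and 1.64 FPKM), and *21ur-362*, a piRNA gene beside it on chromosome IV (15245736 to 15245756), had -3.37 (adjusted p = 0.00035) from 0, 46 and 3 reads. *R09F10.1* had -3.32 (adjusted p = 0.021, and 0.072 without 1 library; 21.9, 45.8 and 3.69 FPKM). *Y75B12A.2* had -2.63 (adjusted p = 3.8e-05; 0.0109, 5.93 and 0.0451 FPKM). *srt-23*, which lies next to *gst-40* on chromosome IV (756721 to 759084), had -2.38 (adjusted p = 3.4e-06; 0.348, 9.15 and 0.944 FPKM).

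*F56A4.3* and genes near it on chromosome V differed between the mutants. The pseudogene *srbc-15* had 3.79 (adjusted p = 0.0063; 127, 2 and 1949 reads in wild type, *wdr-23(mac35lf)* and *skn-1(mac53gf)*) and *F56A4.10* had 1.62 (adjusted p = 0.023, and 0.08 without 1 library; 311, 808 and 2834 reads). Against reads shared with the paralog *gst-10* argues that *F56A4.3* had 0.015% of its reads in *wdr-23(mac35lf)* (14 and 96422 reads). Reads running on from *F56A4.3* into the next genes cannot be told apart from a change of each gene: *srbc-15* was to be the distant gene (adjusted p = 0.00627), but it ends 107961 bases before *F56A4.3* does, where the previous unit of a repeat would hold the copy of that gene, and may share its reads, so that bound was wrong. A deletion or variant of the strain, and an effect of *wdr-23(mac35lf)* itself as a biological explanation, were not tested; the paper's qRT-PCR finds *F56A4.3* abolished in both *wdr-23(lf)* alleles (Fig. 5B and 5C).

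Genes of the moulting cycle had a median log2 fold change of -1.57 in *wdr-23(mac35lf)* and -0.77 in *skn-1(mac53gf)*, a signal in genes that the paper does not discuss, and cuticle collagens had -0.52 and -0.23. With the replicate block the camera test gave adjusted p = 3.3e-06, 0.000127, 0.0046 and 0.0153, and none of these calls held with an estimated correlation in addition (0.243, 0.31, 0.253 and 0.31). Without the block 3 of the 4 did not pass, namely the moulting cycle in *skn-1(mac53gf)* (0.106, but 0.0328 and 0.0306 without replicate 1 of wild type or its replicate 2 with iodide, and 0.00918 and 0.0125 without replicate 3 of *skn-1(mac53gf)* in either state) and the collagens in *wdr-23(mac35lf)* (0.21, but 0.00857 after scaling and 0.0067 after quantile normalization) and *skn-1(mac53gf)* (0.34), and the moulting cycle in *wdr-23(mac35lf)* had 0.0328 (0.812 with an estimated correlation, 0.116 or 0.119 without replicate 3 of wild type, 0.0689, 0.0948, 0.0925 or 0.0596 without replicate 1 or 2 of *wdr-23(mac35lf)* in either iodide state). In all 6 pairs of a replicate number and iodide state *wdr-23(mac35lf)* lay below wild type (the highest at -0.68), the outcome named against batches shared by a replicate number. Every group held each number, so a batch equal in all groups cancels from each pair and from the comparison. The pairs are therefore no test of it. Nor are they independent, since libraries of a genotype and number deviated together with and without iodide. Batches that follow the genotype would give the same in every pair and cannot be told apart. Against scaling argues that the median stayed at -1.45 after it. A difference in developmental timing may add to the pattern and cannot be told apart: the r across genes with the difference of replicates 2 and 3 of *skn-1(mac53gf)*, which differed in these genes, was 0.202, between the values named for and against it; a slower cycle in the mutants as a biological difference was not tested.

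Replicate 1 of wild type and of *wdr-23(mac35lf)* in both iodide states stood apart from the other libraries, with FPKM sums of 1.247, 1.176 and 1.265 times those of replicates 2 and 3 and limma weights of 0.249, 0.273 and 0.197. A bias with gene length cannot be told apart: the rho across genes of their difference from replicates 2 and 3 with the recovered length was -0.41 in wild type and -0.251 at the weakest, but replicate 1 of wild type with iodide also reached -0.114. Neither can a few abundant genes, since without the 50 leading genes the ratio of the sums was 1.062 at the lowest and 1.163 at the highest. The replicates were not made to differ, so no biological explanation was tested.

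Other splits of the libraries were counted for each DEG total. With 3 against 3 there are 10 splits, so the share that call as many genes cannot be under 0.05 (the smallest is 0.1). For iodide the real totals and the highest of the other splits were 1 and 2 in wild type (4 splits as large), 0 and 1 in *wdr-23(mac35lf)* and 1 and 3 in *skn-1(mac53gf)* (7). With a real total of 0, as in *wdr-23(mac35lf)*, all 10 splits call at least as many whatever the data, so this is no test of chance. For *wdr-23(mac35lf)* and *skn-1(mac53gf)* against wild type they were 288 and 2, and 154 and 3, without iodide, and 224 and 2, and 115 and 5, with it, and between the mutants 9 and 1, and 10 and 3 (1 split as large in each). Over both states 100 splits were drawn. For *wdr-23(mac35lf)* 1 of 100 called as many (728, the highest other 2), for *skn-1(mac53gf)* 2 of 100 (296 and 455) and between the mutants 1 of 100 (45 and 22). Most of these splits keep libraries of the same replicate number together. Of those drawn, 16, 16 and 15 part every pair as the real split does, and 1 in each, the real one, called as many. With so few, the share cannot be under 0.05, so these splits do not exclude chance. The split with 455 kept a pair of the same replicate number together, and among the 16 that part every pair the highest other was 0. For iodide over all genotypes and for both differences of the iodide response the real total was 0, which all 100 splits reach whatever the data, so these counts are no test of chance either. Some of these called 3494, 1899 and 193 genes, which points to the structure by replicate number, since among the splits that part every pair the highest were 0, 0 and 2.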

How the results depend on the processing

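Chosen after the data were seen were voom, protein-coding genes alone, replicates 2 and 3 alone, permutation within the replicate numbers, and the shared DEGs and estimated correlation with the replicate block. The planned count tests were not run, since the deposited unit is FPKM. Scaling and quantile normalization left all 15 DEG totals within 1.5 times. Where values changed the cause was not tested, apart from fewer libraries in the models of the compared groups and in replicates 2 and 3. Of 419 values of named genes, none that passed in the main fit or in the other setting changed direction. Values that passed in neither fit were not followed for direction, and left-out libraries were followed at the lowest and highest adjusted p. The replicate block added 71 calls and ended none. Of the 189 list tests followed, an estimated correlation ended 31 calls.

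DEG totals in the order iodide in wild type, *wdr-23(mac35lf)* and *skn-1(mac53gf)*, *wdr-23(mac35lf)* and *skn-1(mac53gf)* against wild type without and with iodide, the mutants without and with iodide, *wdr-23(mac35lf)*, *skn-1(mac53gf)* and the mutants over both states, and iodide over all genotypes, are given where they moved over 1.5 times. The pseudocount of 0.1 gave 0 and 0 for iodide in wild type and *skn-1(mac53gf)*. No filter gave 2 and 2 there, 1 over all genotypes, and 2 and 3 differences of the iodide response. The compared groups alone gave 0 and 0 for iodide, 101 and 105 for *wdr-23(mac35lf)*, 22 and 15 for *skn-1(mac53gf)*, and 1 and 0 between the mutants. The replicate block gave 2 for iodide in wild type, 1506 and 905, 802 and 327, 33 and 43, 3076, 1751 and 333 over both states, 2 for iodide over all, 633 shared DEGs and 1262 over both states, and 337 shared genes higher in *wdr-23(mac35lf)* with 85 past the test. Permutation within the replicate numbers gave the same share of 2.56% for iodide a p of 0.00781 where 0.888 was found. Library weights gave 0, 8 and 3 for iodide, 632 and 432, 255 and 184, 51 and 152, 1853, 558 and 360, 1 for iodide over all and 1 difference of response in *skn-1(mac53gf)*. A log2 fold change of at least 1 gave 477 for *wdr-23(mac35lf)* over both states. An adjusted p under 0.01 gave 186, 92, 71, 344, 177 and 24 for *wdr-23(mac35lf)* without iodide, *skn-1(mac53gf)* in each state, and both states in the order above. voom gave 0 and 0 for iodide in wild type and *skn-1(mac53gf)*. With the replicate block it gave 0 in *skn-1(mac53gf)*, 1643 and 1045, 971 and 372, 43 and 57, 3140, 1923 and 448, 2 for iodide over all and 1 difference of response in *wdr-23(mac35lf)*. Protein-coding genes alone gave 0 and 0 for iodide. Replicates 2 and 3 gave 0 and 1 for iodide in wild type and *wdr-23(mac35lf)*, and 17 and 18 between the mutants. List calls numbered 34 with an estimated correlation, 43 by fry and 6 with the replicate block and an estimated correlation.

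Without 1 library, totals ran 0 to 1 (iodide in wild type), 1 to 2 (in *skn-1(mac53gf)*), 0 to 1 (differences of response), 99 to 180 (*skn-1(mac53gf)* without iodide), 26 to 46 (mutants over both states), 95 to 157 (shared DEGs) and 12 to 23 (shared genes past the test). List tests that turned direction gave adjusted p of 0.0472 for innate immune effectors and 0.824 (quantile normalization) and 0.00309 for ribosomal proteins with iodide in wild type, 0.0294 for body wall muscle in *wdr-23(mac35lf)*, 0.0165 for intestine over all genotypes and 0.935 for dehydrogenases between the mutants, all but the second in replicates 2 and 3, and quantile normalization turned ribosomal proteins in *wdr-23(mac35lf)* (0.703) and between the mutants (0.546). Without 1 library, iodide tests that turned ran 0.0329 to 0.775 (body wall muscle) and 8.2e-05 to 0.85 (glutathione S-transferases) and 1.26e-13 to 0.837 (ribosomal proteins) in *wdr-23(mac35lf)*, 1.26e-10 to 0.566 (ribosomal proteins) in wild type, and in *skn-1(mac53gf)* 0.00424 to 0.837 (fatty acid genes), 0.00395 to 0.915 (innate immune effectors), 0.00545 to 0.742 (moulting cycle) and 9.33e-05 to 0.945 (proteasome). At 17950203 to 21933712 reads a library, depth limits genes of few reads, such as the piRNA genes.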

Differences from the paper's values

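The main text of the paper states no threshold or tool for its DEGs and points to supplementary methods that were not available here, so counts at an adjusted p under 0.05 are set beside counts at thresholds that are not known. The comparison with replicates 2 and 3 alone, voom and protein-coding genes alone was chosen after the values were seen; the other settings were set before the data were examined.

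With iodide in wild type the paper has about 0 DEGs in Fig. 4B, read by eye, and the value here is 1. A pseudocount of 0.1, the compared groups alone, library weights and 4 of 6 left-out libraries give 0, and no filter (2), the replicate block (2), scaling, quantile normalization, the fold threshold and an adjusted p under 0.01 (1 each) do not. Among the settings chosen after the values were seen, voom, protein-coding genes alone and replicates 2 and 3 give 0. In *wdr-23(mac35lf)* the paper has about 1 in Fig. 4B, read by eye, against 0; library weights give 8 and the other planned settings 0, so none matches, and replicates 2 and 3, chosen after the values were seen, give 1. In *skn-1(mac53gf)* it has about 0 in Fig. 4B, read by eye, against 1. A pseudocount of 0.1 and the compared groups alone give 0; no filter (2), library weights (3), the other settings (1) and left-out libraries (1 to 2) do not. voom and protein-coding genes alone, chosen after the values were seen, give 0.

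For *skn-1(mac53gf)* against wild type without iodide the paper has about 63 lower genes in Fig. 4B, read by eye, against 35. Library weights (77) and 1 of 6 left-out libraries fall within 1.5 times; the pseudocount of 0.1 (28), no filter (36), scaling (33), quantile normalization (33), the compared groups alone (2), the replicate block (434), the fold threshold (34) and an adjusted p under 0.01 (20) do not. Left-out libraries ran from 21 to 80.

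Between the mutants without iodide the paper's text gives 16 DEGs, and the value here is 9. No filter (11) falls within 1.5 times, and the pseudocount (8), scaling (9), quantile normalization (8), the compared groups (1), the replicate block (33), library weights (51), the fold threshold (9), an adjusted p under 0.01 (7) and left-out libraries (6 to 10) do not. The paper has about 12 lower genes in Fig. 4B, read by eye, against 6. No planned setting falls within 1.5 times, with 4 for the pseudocount, 5 for no filter, 6 for scaling, quantile normalization and the fold threshold, 1 for the compared groups, 23 for the replicate block, 36 for library weights, 5 for an adjusted p under 0.01 and 4 to 7 for left-out libraries. With iodide the paper's text gives 22 against 10, and no planned setting falls within 1.5 times, with 10 for the pseudocount, no filter and the fold threshold, 11 for scaling and quantile normalization, 0 for the compared groups, 43 for the replicate block, 152 for library weights, 8 for an adjusted p under 0.01 and 8 to 12 for left-out libraries. The paper has about 6 higher and about 16 lower genes in Fig. 4B, read by eye, against 3 and 7. Of the planned settings 2 of 6 left-out libraries (1 to 5 higher) fall within 1.5 times for the higher genes and none for the lower, where scaling and quantile normalization give 8, the replicate block 15 and 28 and library weights 65 and 87. Replicates 2 and 3 alone give 17 and 18, near the paper's totals, and were chosen after the values were seen.

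The paper states that the GO process of innate immune response is affected significantly in *wdr-23(mac35lf)* and not in *skn-1(mac53gf)* (Fig. S3A). The list used here was set by gene name and tested over both iodide states, so its genes and test are not those of the paper. Here the list of innate immune effectors held more DEGs than drawn on average in both (56 of 204 members in *wdr-23(mac35lf)* and 37 in *skn-1(mac53gf)*), by a test added after the data were seen, and 0 of its members passed between the mutants (9 higher and 12 lower with the replicate block). The paper takes *F28B4.3* from its DEGs between the mutants, and here it was not a DEG (log2 fold change -2.45, limma adjusted p = 0.57), while the replicate block (adjusted p = 0.022) and replicates 2 and 3 (adjusted p = 0.0025, chosen after the values were seen) call it. The paper's qRT-PCR finds *F28B4.3* unaltered in *skn-1(mac53gf)*. Here replicates 2 and 3 alone call it as lower there than in wild type, and the test with all libraries does not. *gst-30*, *F56A4.3* and *ugt-38*, the paper's own genes between the mutants, passed here over both iodide states. Within each iodide state, as the paper compares the mutants, *F56A4.3* and *ugt-38* passed and *gst-30* did not. In replicates 2 and 3 over both states 1 of these 3, *gst-30*, did not pass (limma adjusted p = 0.092). By qRT-PCR the paper finds *sodh-2* less increased in *skn-1(mac53gf)* than in *wdr-23(mac35lf)*, and here the difference had the same sign without passing (-0.88, adjusted p = 0.32, and 0.0076 with the replicate block).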

Other observations

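Fisher's tests and the replicate block with an estimated correlation were added after the data were seen, while the lists and the other tests of them were set earlier. *fat-5* and *fat-7*, which encode palmitoyl- and stearoyl-CoA desaturases, stood out among the 20 fatty acid desaturase, elongase and lipase genes. In *skn-1(mac53gf)* *fat-7* (chromosome V, 7151447 to 7153131) rose by 4.36 on the log2 scale (limma adjusted p = 0.00086) and *fat-5* by 3.01 (limma adjusted p = 9.1e-05), and in *wdr-23(mac35lf)* *fat-5* rose by 2.22 (limma adjusted p = 0.0011) and the lipase gene *lipl-2* fell by 1.21 (limma adjusted p = 0.015, and 0.053 after scaling), all over both iodide states with n = 6 libraries. No other member passed (1 and 3 in *wdr-23(mac35lf)*, and 4 and 5 in *skn-1(mac53gf)*, when adjusted over the list alone; camera adjusted p = 0.714 and 0.637), while the replicate block called 1 rise and 6 falls in *wdr-23(mac35lf)* and 4 and 7 in *skn-1(mac53gf)*. The pharynx genes had medians of 0.52 in *wdr-23(mac35lf)* and 0.80 in *skn-1(mac53gf)* (camera adjusted p = 0.00718 and 0.000552, and adjusted p = 0.503 and 0.331 with an estimated correlation), with 0 of 7 past the test, and in *wdr-23(mac35lf)* the p was 0.0503 without replicate 1 of wild type with iodide. With the replicate block 1 of them rose in *wdr-23(mac35lf)* and 5 in *skn-1(mac53gf)* (*myo-2*, *myo-1*, *tni-4*, *marg-1* and *ceh-22*). The body wall muscle genes had medians of -0.13 in *wdr-23(mac35lf)* (camera adjusted p = 0.858) and 0.39 in *skn-1(mac53gf)* (camera adjusted p = 0.0354, and adjusted p = 0.739 with an estimated correlation), with 0 of 12 past the test (*unc-22* and *unc-89* rose in *skn-1(mac53gf)* with the replicate block). That call ended without replicate 1 of wild type in either iodide state (0.162 and 0.107) or replicate 2 or 3 of *skn-1(mac53gf)* in either (0.0735, 0.0579, 0.111 and 0.0738). Of the 10 intestine genes, *asp-3*, an aspartyl protease gene, rose in both mutants by 1.02 and 0.99 and *asp-1* in *skn-1(mac53gf)* by 0.70 (limma adjusted p = 0.016, 0.036 and 0.047, and 0.053, 0.1 and 0.13 at the highest without 1 library; camera adjusted p = 0.0352 and 0.157, and adjusted p = 0.465 in *wdr-23(mac35lf)* with an estimated correlation). *asp-1* and *pho-1* also rose in *wdr-23(mac35lf)* with the replicate block (0.59 and 0.44, adjusted p = 0.015 and 0.0054), and *cpr-6* fell in both (-0.72 and -0.66). The list's call in *wdr-23(mac35lf)* ended with quantile normalization (0.265) and without replicate 1 or 3 of wild type (0.0819 and 0.0581), replicate 1 of wild type with iodide (0.113), replicate 2 of *wdr-23(mac35lf)* (0.0577) or its replicates 2 or 3 with iodide (0.0764 and 0.0707).

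Of the 39 sperm protein genes in the files, 6 were above the filter. Of these 6, the major sperm protein gene *msp-38* rose by 2.54 in *wdr-23(mac35lf)* (limma adjusted p = 3.2e-06, with 3 reads in wild type and 263 in the mutant). *ssp-31* rose there by 1.38 (limma adjusted p = 0.043, and 0.099 at the highest without 1 library, with 0 and 69 reads). In *skn-1(mac53gf)* 0 passed (3 and 2 rose when adjusted over the list alone). The filter asks for 3 libraries, so *msp-38* and *ssp-31* entered through mutant libraries. The tests of this list are therefore not independent of the filter. The list's medians were 0.57 (camera adjusted p = 0.000174, and adjusted p = 0.0166 with an estimated correlation) and 0.35 (camera adjusted p = 0.0675, but 0.0384 and 0.0483 without replicate 1 of wild type or its replicate 2 with iodide, 0.0495 and 0.036 without replicate 1 or 3 of *wdr-23(mac35lf)*, and 0.0422 without replicate 3 of *skn-1(mac53gf)*), and with the replicate block and an estimated correlation the first ended (adjusted p = 0.0895). The block alone added *msp-31* in *wdr-23(mac35lf)* (0.97) and *ssp-31* and *msp-38* in *skn-1(mac53gf)* (1.18 and 0.87). *msp-38* lies next to *gst-4* on chromosome IV (10143357 to 10143740), and whether its reads are those of *gst-4* was not tested. Of 109 cuticle collagen genes, *col-78* and *col-76* rose in both mutants (1.89 and 1.58, and 1.52 and 1.5), and in *wdr-23(mac35lf)* *col-180* (-1.03) and *col-172* (-1.43) fell (limma adjusted p = 0.032 and 0.036, and 0.094 and 0.1 at the highest without 1 library); scaling left these 2 rises and 0 falls in *wdr-23(mac35lf)*, and the replicate block called 6 rises and 42 falls there and 9 and 28 in *skn-1(mac53gf)*. None of the 16 moulting genes passed in either mutant, and with the replicate block 10 fell in *wdr-23(mac35lf)* and 5 in *skn-1(mac53gf)*. Of the 7 genes of the BLI-3 dual oxidase and cuticle peroxidases, *skpo-2* fell in *wdr-23(mac35lf)* by 0.98 (limma adjusted p = 0.021, and 0.06 at the highest without 1 library), and *bli-3* had -0.42 (limma adjusted p = 0.48) and -0.08 in *skn-1(mac53gf)*, where 0 passed (camera adjusted p = 0.391 and 0.965) and *skpo-2* did with the replicate block (-0.69, adjusted p = 0.0095). *hmit-1.1*, an inositol transporter gene of the osmotic response, fell by 1.46 and 1.40 (limma adjusted p = 0.00087 and 0.0021), the 1 of 6 members to pass (camera adjusted p = 0.306 and 0.216), and of 8 metal response genes *cdr-7* fell in *wdr-23(mac35lf)* by 0.80 (0 in *skn-1(mac53gf)*; camera adjusted p = 0.804 and 0.965), while scaling left 0 lower and 1 higher and the replicate block called *cdr-1* and *cdr-6* as higher and *mtl-1*, *cdr-4* and *cdr-7* as lower in *wdr-23(mac35lf)*, and *cdr-1* as higher in *skn-1(mac53gf)*.

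No member passed in either mutant among the 31 proteasome subunits (medians -0.25 and -0.24; camera adjusted p = 0.0218 and 1.41e-05, and adjusted p = 0.797 and 0.465 with an estimated correlation, the first ended by scaling, 0.528), the 80 ribosomal proteins (0.05 and -0.14; camera adjusted p = 0.000642 and 0.124, and adjusted p = 0.843 for the first with an estimated correlation; quantile normalization turned it to lower, and the second was 0.000362, 0.0333 and 0.0161 without replicate 3 of wild type in either state or replicate 1 of *skn-1(mac53gf)*), the 15 cytosolic heat shock proteins (-0.01 and -0.32; camera adjusted p = 0.547 and 0.199), the 16 genes of the ER unfolded protein response (-0.29 and -0.15; 0.241 and 0.247, the first 0.033 with quantile normalization and the second 0.0462 without replicate 1 of wild type), the 9 of the mitochondrial one (0.03 and 0.06; 0.306 and 0.715), the 10 oocyte and embryo genes (0.12 and 0.22; 0.323 and 0.357) and the 13 neuron genes (-0.09 and 0.05; 0.934 and 0.556). The replicate block called 5 proteasome subunits as lower in *wdr-23(mac35lf)* (*rpn-9*, *rpn-8*, *rpn-3*, *rpn-12* and *rpt-2*) and 2 in *skn-1(mac53gf)* (*rpn-9* and *pbs-7*), 4 genes of the ER unfolded protein response as lower in *wdr-23(mac35lf)* (*atf-6*, *enpl-1*, *pdi-1* and *pdi-2*) and *pdi-2* in *skn-1(mac53gf)*, *hsp-12.3*, *spn-4* and *unc-64* as lower in *wdr-23(mac35lf)*, *hsp-16.41* and *rpl-11.1* as lower in *skn-1(mac53gf)* and *hsp-12.2* as higher in *skn-1(mac53gf)*. None of the 6 vitellogenin genes was above the filter. The left-out libraries that ended the call of ribosomal proteins in *wdr-23(mac35lf)* were replicate 3 of wild type (0.21) and replicate 1 of *wdr-23(mac35lf)* without and with iodide (0.189 and 0.121), and those for the proteasome in *wdr-23(mac35lf)* were replicates 1 and 2 of wild type (0.0539 and 0.0619), replicate 1 of wild type with iodide (0.092) and replicate 2 of *wdr-23(mac35lf)* in both states (0.0732 and 0.0973).

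Between the mutants over both states, *msp-38* was lower in *skn-1(mac53gf)* (-1.67, limma adjusted p = 0.0049), and the sperm list was lower as a set (camera adjusted p = 0.00133, and adjusted p = 0.0307 with an estimated correlation, which became 0.148 with the replicate block as well). The sperm list is not independent of the filter here either. Of the 64 UDP-glucuronosyltransferase genes 2 were lower, *ugt-38* and *ugt-11*, and 0 higher (2 and 0 when adjusted over the list alone). Their median was 0.01, and -0.15 after scaling, while the test pointed to lower values (camera adjusted p = 0.00344, and adjusted p = 0.228 with an estimated correlation). An estimated correlation ended 6 of the 10 calls, namely those of the UDP-glucuronosyltransferases, the glutathione S-transferases (camera adjusted p = 1.74e-20 and 0.0698), the ribosomal proteins (median -0.18; camera adjusted p = 3.91e-13 and 0.465), cytosolic heat shock proteins (-0.15; 0.00605 and 0.569, the first 0.0584 without replicate 2 of *wdr-23(mac35lf)* and 0.0603 without its replicate 2 with iodide), dehydrogenases (0.04, against a test for lower values; 0.0328 and 0.408) and body wall muscle genes (0.65; 0.021 and 0.689), and no member of the last 4 lists passed. The dehydrogenase call ended without replicate 1 of *wdr-23(mac35lf)* or *skn-1(mac53gf)* in either iodide state (0.112, 0.138, 0.104 and 0.227) or replicate 3 of *wdr-23(mac35lf)* with iodide (0.0648). The body wall muscle call ended without replicate 1 of *wdr-23(mac35lf)* in either state (0.0774 and 0.12), replicate 2 of *skn-1(mac53gf)* in either (0.0525 and 0.0872) or its replicate 3 with iodide (0.0506). Cytochrome P450 genes (camera adjusted p = 0.0851, but toward higher values 0.0412 after scaling and 0.00475, 0.00715, 0.0288 and 0.0448 without replicate 1 of *wdr-23(mac35lf)* in either state, replicate 3 of *skn-1(mac53gf)* or its replicate 2 with iodide), ABC drug transporters (0.108, but 0.0401 with the replicate block and 0.0333, 0.0213 and 0.0377 without replicate 2 of *wdr-23(mac35lf)* in either state or its replicate 3 with iodide) and proteasome subunits (0.0548, but toward lower values 0.000169 after scaling, 0.0479 with the replicate block and 0.0198, 0.0155, 0.00687, 0.0281 and 0.00475 without replicate 2 of *wdr-23(mac35lf)* in either state, replicate 3 of *skn-1(mac53gf)*, or its replicates 2 or 3 with iodide) did not pass, nor did the moulting cycle (0.448, and 0.00153 with the block) and neuron genes (0.361, and 0.0206 with quantile normalization). With an estimated correlation in addition the block gave 0.403 for the moulting cycle, 0.819 for the transporters and 0.826 for the proteasome. Quantile normalization ended the calls of the heat shock proteins (0.106), dehydrogenases (0.195) and ribosomal proteins (0.546). The block called further genes as higher in *skn-1(mac53gf)*, namely *mlt-8*, *noah-1*, *noah-2*, *nhr-23* and *fbn-1* of the moulting cycle, *dpy-7* and *dpy-10* of the collagens, *cyp-37A1*, *cyp-35A5*, *lipl-6*, *tnt-2* and *ugt-65*, and *lipl-1*, *sodh-2*, *ugt-51*, *ugt-10* and *ugt-4* as lower.

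With iodide no list member passed, and every list call ended with an estimated correlation. In wild type these were the ABC drug transporters (median 0.41; camera adjusted p = 0.000936, and 0.644 with an estimated correlation), ribosomal proteins (-0.09; 0.0134 and 0.855), the ER unfolded protein response (0.17; 0.0174 and 0.812), oocyte and embryo genes (0.42; 0.0224 and 0.614) and SKN-1 pathway regulators (0.22; 0.0403 and 0.569). Each of the 5 ended without 1 library as well, among them replicate 1 of wild type, without which the p was 0.314 for the transporters, 0.553 for the ER genes, 0.107 for the oocyte genes and 0.513 for the regulators, and the ribosomal proteins turned to higher values (0.0169). In *wdr-23(mac35lf)* they were the ribosomal proteins (-0.08; 1.39e-05 and 0.727), and in *skn-1(mac53gf)* the ribosomal proteins (-0.11; 3.18e-10 and 0.543), innate immune effectors (-0.01; 0.0125 and 0.503) and proteasome subunits (-0.03; 0.0227 and 0.797). Over the 3 genotypes they were the ribosomal proteins (-0.10; 1.1e-11 and 0.503) and ABC drug transporters (0.22; 0.00175 and 0.667), the second ended without replicate 1 of wild type (0.135) or *wdr-23(mac35lf)* (0.0804), or replicate 2 of either with iodide (0.0527 and 0.0654). The replicate block ended the call of the regulators (0.0501) and added body wall muscle (0.0101) and intestine genes (0.0359) in wild type, cytochrome P450s in *wdr-23(mac35lf)* (0.0174), *skn-1(mac53gf)* (0.00859) and over the 3 genotypes (0.0147), and over the 3 genotypes collagens (0.0416), the moulting cycle (0.0234) and oocyte and embryo genes (0.00175), none of which held with an estimated correlation in addition. Quantile normalization ended the calls of the ribosomal (0.824) and oocyte genes (0.104) in wild type, of all 3 lists in *skn-1(mac53gf)* (0.761, 0.0911 and 0.166 in the order above) and of the ribosomal proteins over the 3 genotypes (0.38). It added proteasome subunits (0.0206), body wall muscle (0.0245) and intestine genes (0.0431) in wild type, and over the 3 genotypes the ER genes (0.0498) and regulators (0.0228). Scaling ended the call of the innate immune effectors in *skn-1(mac53gf)* (0.1) and added oocyte genes over the 3 genotypes (0.0334). Without 1 library the calls ended for all 5 lists in wild type, the 1 in *wdr-23(mac35lf)* and all 3 in *skn-1(mac53gf)*, and 10, 11 and 6 lists without a call there passed, as did 12 over the 3 genotypes, where the call of the ribosomal proteins held without any 1 library (0.00476 at the highest).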
